# Effects of undigested protein-rich ingredients on polarised small intestinal organoid monolayers

**DOI:** 10.1186/s40104-020-00443-4

**Published:** 2020-05-18

**Authors:** Soumya K. Kar, Bart van der Hee, Linda M. P. Loonen, Nico Taverne, Johanna J. Taverne-Thiele, Dirkjan Schokker, Mari A. Smits, Alfons J. M. Jansman, Jerry M. Wells

**Keywords:** Alternative protein sources, Casein, Intestinal organoids, Organoids, Soybean meal, Spray dried plasma protein, Transcriptomics, Yellow meal worm

## Abstract

**Abstract:**

Here, we describe the use of monolayers of intestinal epithelial cells derived from intestinal organoids and transcriptomics to investigate the direct effects of dietary protein sources on epithelial function. Mechanically dissociated 3D organoids of mouse duodenum were used to generate a polarized epithelium containing all cell types found in the tissue of origin. The organoid-derived cell monolayers were exposed to 4% (w/v) of ‘undigested (non-hydrolysed)-soluble’ fraction of protein sources used as feed ingredients [soybean meal (SBM) and casein], or alternative protein sources (spray dried plasma protein, and yellow meal worm), or controls for 6 h prior to RNA isolation and transcriptomics. All protein sources altered expression of unique biological processes in the epithelial cells. Exposure of intestinal organoids to SBM downregulated expression of retinol and retinoid metabolic processes as well as cholesterol and lipid biosynthetic pathways, consistent with the reported hypotriglyceridaemic effect of soy protein *in vivo*. These findings support the use of intestinal organoids as models to evaluate complex interactions between dietary ingredients and the intestinal epithelium and highlights some unique host effects of alternative protein sources in animal feed and potentially human food.

**Graphical abstract:**

Schematic representation of the study. 3-dimensional organoids were generated from mouse duodenum (1). The organoids were subsequently dissociated into single cells (2) and grown as 2-dimensional polarised monolayers (3). Polarized monolayers of organoid cells were exposed to different protein sources [CAS, SBM, SDPP, YMW, or medium control (MC)] for 6 h (4) and further processed for imaging (5) gene expression (6), and biochemical assays (7), to investigate the effects of undigested protein sources on the duodenal epithelium. 
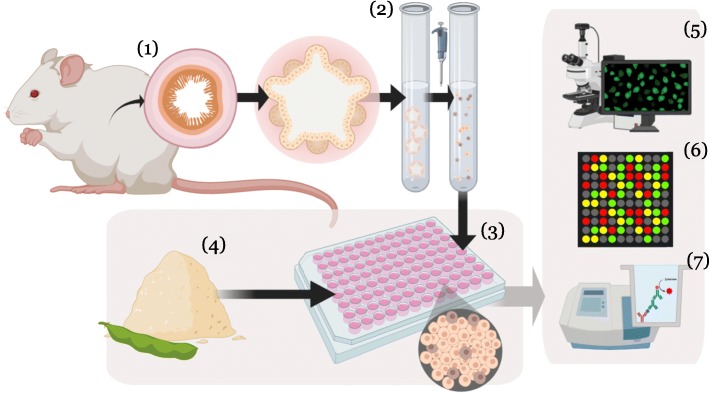

## Background

Currently, there is much interest in alternative sources of protein for animal feed, driven by the expected growth in the human population and increasing demand for animal protein. Moreover, cheaper sources of feed protein are being explored to sustain increased animal production. Alternative sources of protein include insect larvae and blood plasma. Little is known, however, about their potential non-nutritional effects on the host [1]. *In vitro* models commonly used to study intestinal responses to luminal factors include intestinal cell lines, primary cells, or tissue explants. However, cancer or transformed cell lines usually display aneuploidy, altered glycosylation patterns, and genetic mutations and deletions. Moreover, primary intestinal cells or explants are short-lived, making them less physiologically relevant for translational research [2–4].

To overcome these issues, we used three-dimensional (3D) organoid cultures from isolated crypts of the duodenum [5, 6]. Intestinal organoids can be generated within 2 weeks, maintained for > 2 years in culture or cryopreserved, and when differentiated contain all the epithelial cell lineages found at the location of origin [7, 8]. Recently, we and others have described methods for growing polarised monolayers of 3D organoid cells on semipermeable membrane supports, enabling apical exposure to luminal factors [9–11]. These two-dimensional (2D) organoid monolayers contain all the differentiated cell types found in the intestine and include many characteristics of intact, polarized epithelium, including barrier integrity and a secreted mucus layer [9, 10, 12].

Here we report on the effects of undigested (non-hydrolysed soluble fractions) of different protein sources on the transcriptome of duodenal organoids. We performed our study in duodenum organoids, as it is likely this specific location will be the primary site of undigested protein exposure *in vivo*. Soybean meal (SBM) and other protein sources being considered for animal feed such as milk casein (CAS), spray-dried plasma protein from porcine blood (SDPP), and ground freeze-dried yellow mealworm larvae (YMW) were applied to the apical surface of 2D organoid cell monolayers for 6 h after which RNA was isolated for transcriptomics using mouse gene microarrays. Potential effects of protein sources on cell viability and metabolism were measured, to control for unwanted side effects of the treatments such as apoptosis. Biochemical assays were used to validate production of triglyceride (TG) and phosphatidylcholine (PC), two pathways predicted to be activated by the different protein sources.

## Materials and methods

### 2D organoids and imaging

All protocols were approved by the animal ethics board of Wageningen University & Research, The Netherlands (2013023.f). Three nine-week-old wild type C57BL/6J female mice were purchased from Harlan Sprague Dawley Inc. (Horst, the Netherlands) and kept in the animal facility of Wageningen University & Research (12 h:12 h reversed light/dark cycle, 20 ± 2 °C). The mice were housed together in a specific pathogen-free environment with ad libitum access to a standard diet (AIN-93 M) and water. Mice were euthanized and dissected to remove the duodenum and the crypts isolated for generating organoids as previously described with minor modifications [7, 8] and grown in basal culture medium (W-ENR: DMEM/F12 medium enriched with 50 ng/mL mouse Epidermal growth factor (mEGF), 10 mmol/L Hepes (Invitrogen, the Netherlands), 1× B-27 supplement (ThermoFisher scientific, The Netherlands), and recombinant Noggin (15% v/v), WNT3A (30% v/v, Hubrecht Institute, Utrecht, Netherlands [7]), and R-Spondin (15% v/v, Stanford university, Palo Alto, USA [5]) (Method S1). To facilitate access to the apical surface of epithelial cells, we generated 2D monolayers of cells from dissociated 3D organoids. The organoids were extracted from the plate by adding 1 mL/well ice-cold DMEM F12 containing 1% v/v penicillin/streptomycin and disrupted using a p200 pipette for 40 consecutive passages and centrifuged at 250 × *g* for 5 min at 4 °C. The resulting pellet was suspended in TrypLE dissociation reagent and incubated for 10 min to receive a single-cell suspension. The cells were centrifuged at 750 × *g* for 5 min, resuspended in W-ENR at room temperature and plated at 25,000 cells per well in a 96-well culture plate, pre-coated with 0.5% Matrigel matrix as previously described [9, 10]. To confirm the presence of secretory cell lineages, the organoid monolayers were grown to confluence on 96-well plates, fixed in 1% paraformaldehyde (PFA), and subsequently visualised in histology sections with a fluorescent phalloidin conjugate (cell membranes, 1:100, A12379, Thermo-Fisher), Ki-67 (proliferating cells, 1:200, ab66155, Abcam), UEA-1 (secretory cell lineages, 1:100, FITC-conjugated, FL-1061, Vector Laboratories), and MUC2 (1:200, sc-515031, Santa Cruz Biotechnology) as previously described [9] Additional file 1.

### Protein treatments, RNA isolation, transcriptomics and biological pathway analysis in 2D organoids

Finely powdered SBM (*Glycine max*, Research diet services, The Netherlands), CAS (*Bos taurus*, Fronterra, Auckland, New Zealand), SDPP (*Sus scrofa*, Darling Ingredients, The Netherlands), and YMW (*Tenebrio molitor*, Kreca, The Netherlands) (see [13]) were added to DMEM F12 media (40 mg/mL) and homogenised using 2 cycles of 1 min with a 15 min interval on a vortex mixer . The homogenate was then allowed to settle at room temperature. Finally, the homogenate was centrifuged at 10,000 × *g* for 1 min to remove insoluble material, diluted to 400 μg/mL, and 1:10 of supernatant was added to the apical compartment of 2D organoid monolayers in W-ENR (resulting in 40 μg/mL protein; 4% w/v). After 6 h incubation at 37 °C RNA was isolated from protein-treated or medium control (DMEM-F12 only; MC) organoid monolayers for generating cDNA (Method S2). The labelled cDNA was hybridized to mouse gene 1.1 ST array (Affymetrix, Thermo Fisher Scientific, CA, USA) microarray plate and the results analysed essentially as previously described [14, 15] (Method S2). Genes differentially expressed in organoids exposed to protein sources compared to MC were identified for biological pathway analysis using GeneAnalytics (LifeMap Sciences, Inc. a subsidiary of BioTime, Inc., USA) [16]. The resulting microarray data is available in the Gene Expression Omnibus from NCBI with accession number GSE98051. Microarray results were confirmed by RT-qPCR on a selected set of differentially expressed genes (Method S3 and Table S1).

The potential effects of organoid exposure to different protein sources on cell viability and metabolism were measured using the CellTiterGlo 2.0 ATP-luminescence assay (G9241, Promega). After 6 h incubation with different protein sources, the cells were lysed using the CellTiter Glo reagent (1:1 v/v) and ATP quantified by luminescence in Spectramax M5 (Molecular Devices, Sunnyvale, CA, USA).

### Biochemical analysis of triglyceride and phosphatidylcholine

Two compounds, triglyceride (TG) and phosphatidylcholine (PC), were measured in the organoid culture supernatant for each mouse organoid line (*n* = 3 biological replicates) exposed to undigested (non-hydrolysed) protein sources using commercial detection kits (*n* = 2 per biological replicate, ab65336, and ab83377, Abcam). Samples and standards were prepared and measured according to the manufacturer’s instructions.

## Results and discussion

### Multi-cell lineage composition of 2D organoid monolayers

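RNA was measured in monolayers of duodenal organoid cells that had been exposed for 6 h to CAS, SBM, SDPP, YMW or DMEM as the MC, with 3 arrays per group and 15 arrays in all. The methods give the concentration of each protein source both as 40 µg/mL and as 4% w/v. Each array is an Affymetrix mouse gene 1.1 ST array, whose probe sets each measure 1 transcript cluster by hybridization. The authors normalized the signals by RMA, which corrects for background, equalizes the distributions of the arrays and combines the probes of a probe set. The values used here are on a linear intensity scale from 3.02 to 10739.1 for 35556 probe sets, and their log2 was taken before any test. The number of arrays limits the precision of every value. Of the probe sets, 21218 carried 1 gene symbol, and they gave 18820 genes after the probe set with the highest mean was kept for each. The 1157 olfactory and vomeronasal receptor genes set the background at a log2 intensity of 3.91, their 95th percentile, and 12880 genes had a mean above it.
Each gene was tested with limma in 1 fit of the 5 group means to all arrays, and each protein source was compared with the MC and with the mean of the other 3 sources. The fit uses 1 variance per gene for all groups. Where the MC arrays spread more than the treated arrays, the SE and p of a comparison with the MC are therefore too small. A gene passed the study's threshold when its unadjusted p was under 0.05 and its fold change was at least 1.5. Counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside it. The GeneAnalytics enrichment was not repeated. In its place, 45 lists of genes written before the data were examined were compared with all other genes by camera in 405 pairs of list and comparison, and the adjusted p covers all of them. Of these pairs, 142 passed an adjusted p of 0.05 with a preset correlation between genes of 0.01. With an estimated correlation 3 pairs passed, and in each of these a source was compared with the other sources and not with the MC. The adjusted p with an estimated correlation is therefore given for many of the lists as well.
The replicate numbers of the labels did not pair the arrays. Of the 15 arrays, 2 were most similar to an array of another group with their own number, and the median correlation across genes of 30 same-numbered pairs was −0.161. MC replicate 1 resembled the treated arrays, so each comparison was also made against it alone, a choice made after the data had been seen.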

Two-dimensional (2D) organoid cultures from murine small intestine were generated to investigate the effects of different dietary protein sources by image analysis, transcriptomics, and biochemical assays (Fig. 1). To verify that our 2D monolayers of organoid cells contained heterotypic epithelial cell lineages as previously reported [8], we performed histological and transcriptomic analyses. 

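Lyz1 and Muc2 were expressed above background in every group of monolayers. Lyz1 encodes the lysozyme of Paneth cells, and its mean intensity over the 15 arrays was 2688. Muc2 encodes the main gel-forming mucin of goblet cells, and its mean intensity was 579. In the MC monolayers the intensity was 2285 ± 782 (SD, n = 3) for Lyz1 and 624 ± 92.0 (SD, n = 3) for Muc2, where the background intensity is 15.1. Neither gene passed the study's threshold with any protein source. The log2 fold changes against the MC lay between 0.29 and 0.37 for Lyz1 (SE 0.18) and between −0.27 and −0.02 for Muc2. Of the 9 measured markers of Paneth cells 8 were above background, as were 11 of the 12 markers of goblet cells.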

Our 2D monolayers indeed contained secretory Paneth cells, and mucus-positive goblet cells as shown by immunohistochemical staining (Fig. S1), which is consistent with expression values for *Lyz* and *Muc2* transcripts in the microarray data (Fig. S2). Similarly, the genome-wide transcriptomics data revealed expression of other genes associated with specific cell lineages of intestinal epithelium including columnar base cells (CBC), and enteroendocrine cells (EEC)(Fig. S2).

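Olfm4, Lgr5 and Msi1, markers of CBC stem cells, were expressed in every group and were higher with each protein source than in the MC. Olfm4, which marks stem cells of the crypt base, had a mean intensity of 2823, and its log2 fold change lay between 1.45 and 1.54 (SE 0.51, n = 3 arrays per group) with the 4 sources. Lgr5, the receptor for R-spondins on these cells, had a mean intensity of 630 and log2 fold changes between 0.71 and 0.94 (SE 0.29). Msi1, which encodes an RNA-binding protein of progenitor cells, rose by 1.05 to 1.24 (SE 0.38). The log2 intensity of Olfm4 was 11.68, 10.06 and 8.53 in MC replicates 1, 2 and 3, while the SD of the 12 treated arrays was 0.23. Its SE, pooled over all groups, is therefore too small for the comparison with the MC. Of 17 stem cell markers, 16 were above background. With CAS, SBM, SDPP and YMW, 4, 4, 3 and 4 of them passed the study's threshold and none was lower. None passed an adjusted p of 0.05 over all genes, while 7, 6, 0 and 4 passed when adjusted over the list alone. The adjusted p of the list was 1.53e-05, 3.04e-06, 2.93e-05 and 0.000215, and it was 0.558, 0.558, 0.566 and 0.599 with an estimated correlation.
Of the EEC genes, Reg4 had a mean intensity of 2022 and Cck, which encodes cholecystokinin, one of 75.3. Of 22 EEC markers 20 were above background, while Cga, Pax5 and Pax6 of Fig. S2 were not. Tac1, which encodes the precursor of substance P, was higher by 1.15 with CAS, 1.04 with SBM, 1.38 with SDPP and 1.26 with YMW (SE 0.34). Its log2 intensity in MC replicate 1 was 6.50, within the range of the treated arrays (6.08 to 6.94).
Some markers of absorptive enterocytes went the other way. The median log2 fold change of 23 of them was −1.06 with CAS, −1.04 with SBM and −0.99 with YMW, and 8, 12 and 11 passed the study's threshold, all lower. With SDPP 2 passed. The adjusted p with an estimated correlation was 0.587, 0.592, 0.566 and 0.721 for CAS, SBM, YMW and SDPP, and none passed when adjusted over the list alone. In MC replicate 1 the mean log2 intensity was 7.34 for the enterocyte list and 8.42 for the stem cell list, within the range of the 12 treated arrays, whereas MC replicates 2 and 3 had 9.34 and 9.41 for the first list and 7.77 and 7.41 for the second.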

**Fig. 1:**
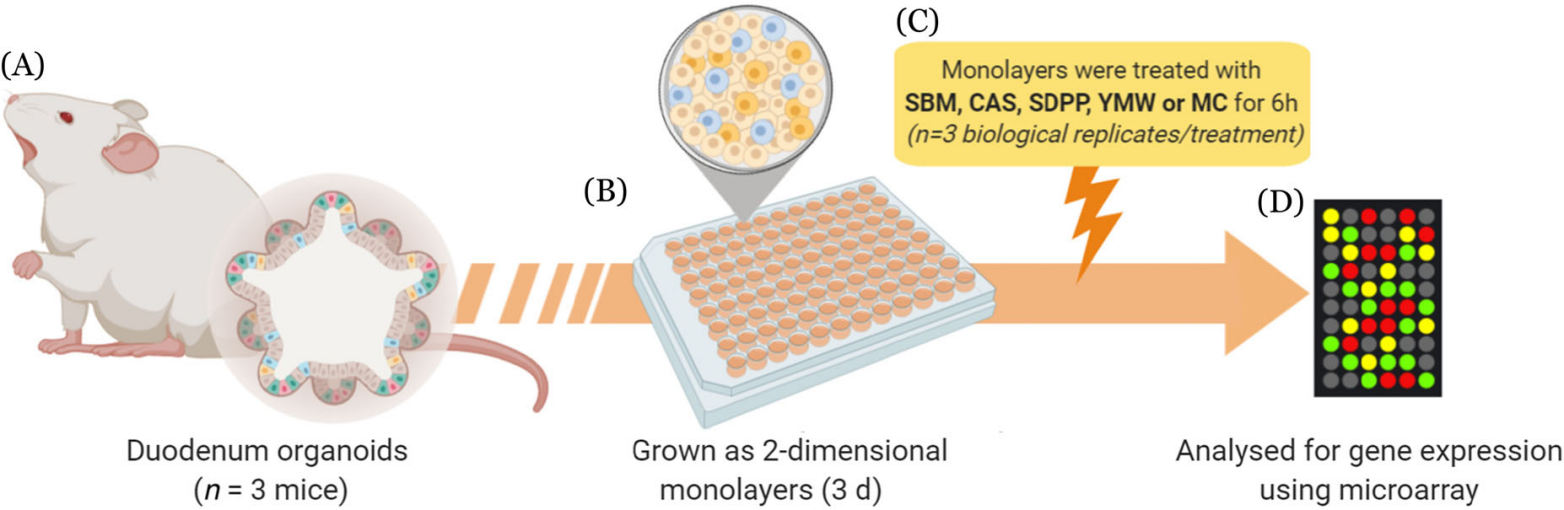
Experimental overview of the study. **a** Duodenum organoids were generated from 3 individual mice and separately cultured in Matrigel. **b** 3-dimensional organoids were single-cell dissociated by pipetting and TrypLE enzymatic digestion, plated in Matrigel coated 96-well plates, and grown until confluence for 3 d. **c** After confluence the monolayers were treated for 6 h with 4% w/v soybean meal (SBM), casein (CAS), spray-dried plasma protein (SDPP), yellow mealworm (YMW), or medium control (MC). **d** After 6 h, the monolayers were lysed and processed for gene expression profiling using Affymetrix microarrays

### Different undigested sources of dietary protein have distinct biological effects on organoids

Organoid monolayers were exposed to different undigested protein sources (4% w/v, SBM, CAS, SDPP, and YMW) or DMEM as a MC for 6 h. Testing the effects of the treatments on cellular metabolism or survival, an ATP assay was performed. A statistically significant decline in cell ATP (< 5% compared to medium control) was observed after exposure to SBM, CAS, and YMW (Fig. S1B), which could be caused by treatment-induced changes in energy metabolism or metabolic activity. However, biologically we do not expect this to have detrimental physiological consequences on the organoid monolayers.

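Genes of mature enterocytes were among those with the largest loadings on the first component. Akp3 and Alpi, which encode intestinal alkaline phosphatases, S100g, which encodes the calcium-binding protein calbindin-D9k, Apoa4 of lipid transport and Krt20, a keratin of differentiated cells, had large loadings toward MC replicates 2 and 3. Olfm4 and Clu, the gene of clusterin, had large loadings toward the treated arrays. On the linear intensities of all 35556 probe sets, the first component held 65.6% of the variance and the second 8.99%. The scores on the first component were 20339 and 26233 for MC replicates 2 and 3, and MC replicate 1 had −4750, within the spread of the treated arrays (−3485 ± 4901, SD, n = 12). The group means were −4070 for CAS, −4953 for SBM, −989 for SDPP and −3929 for YMW, with SDs of 5851, 2566, 7554 and 4563 (n = 3 each), and 13941 ± 16453 (SD, n = 3) for the MC. The difference between the 3 MC arrays and the 12 treated arrays gave p = 0.0132 in a two-sided exact permutation test over all splits of the arrays. This p rests on MC replicates 2 and 3, since the next highest score was 6064 in SDPP replicate 1. It therefore does not show that the MC arrays as a group lay apart from the treated arrays. On log2 values the first component held 25.9% of the variance.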

Principal Component Analysis (PCA) of transcriptomics data suggest separation of the treatments (95% CI) from the medium control-treated samples (PC1: 72.5% variance, Fig. S3). Analysis of the microarray data revealed that many genes were significantly (*P* < 0.05 and fold change > 1.5) differentially expressed in 2D intestinal organoids following exposure to different protein sources for 6 h (Table 1). Several of these differentially regulated genes were verified to have altered expression by RT-qPCR, showing a strong correlation (r = 0.8) to the microarray expression (Table S1). 

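Slc10a2, Il5ra, Ccl20 and Sgk1 fell with each of the protein sources, and Ifit2 and Cxcl10 rose with each of them. Slc10a2, which encodes the apical transporter of bile acids, had log2 fold changes of −1.76 with CAS, −1.63 with SBM, −1.62 with SDPP and −1.89 with YMW (SE 0.34, n = 3 arrays per group). Il5ra, a subunit of the receptor for interleukin 5, had −1.38, −1.17, −0.99 and −1.19 (SE 0.23), and Ccl20, a chemokine of the epithelium over lymphoid follicles, had −1.29, −1.10 and −0.89 with CAS, SBM and SDPP (SE 0.21). Ifit2, an interferon-induced gene, rose by 1.55 with CAS, 1.52 with SBM and 1.28 with SDPP (SE 0.32). Cxcl10, a chemokine that attracts T cells, rose by 2.12 with CAS and 2.19 with SDPP (SE 0.50). In MC replicate 1 the log2 intensity of Cxcl10 (7.04) and Sgk1 (4.62) lay within the range of the treated arrays (6.73 to 8.05 and 4.25 to 5.26). The changes of Cxcl10 and Sgk1 thus rest largely on MC replicates 2 and 3. Slc10a2 and Il5ra in MC replicate 1 lay beyond all treated arrays, and Ccl20 and Ifit2 beyond all but YMW replicate 2. With CAS the enzyme gene Chst15 (1.47 ± 0.21, adjusted p = 0.00811) and Sema4c (1.44 ± 0.20, adjusted p = 0.00811) also rose, and with YMW the stress-induced genes Ier3 (1.27 ± 0.21), Adm (1.25 ± 0.21) and Ddit4 (1.19 ± 0.22) did. The log2 fold changes of these 5 genes with the other sources were smaller, apart from Ddit4 with CAS (1.27 ± 0.22, adjusted p = 0.0211).
In all, 725 genes passed the study's threshold with CAS, 342 higher and 383 lower. With SBM 659 passed, 257 higher and 402 lower, with SDPP 306, 212 higher and 94 lower, and with YMW 728, 328 higher and 400 lower. At an adjusted p under 0.05 from limma there were 123 genes with CAS, 1 with SBM (Cyp1a1), 0 with SDPP and 1 with YMW, which was Hilpda, a gene of lipid droplets named here after its value was seen. The unadjusted p was under 0.05 for 3104, 3430, 2259 and 3583 genes, where chance alone gives 941. Among the genes past the study's threshold, the 3 arrays of the source and the 3 MC arrays did not overlap for 251, 136, 85 and 200. Chance gives 10% for 3 arrays against 3 only in genes not chosen by a test, and these genes were chosen for their difference between the same arrays, so the counts test nothing further. The counts depended on single arrays. The 123 genes at an adjusted p under 0.05 with CAS became 7, 4 and 57 without CAS replicates 1, 2 and 3, 3685, 10 and 16 without MC replicates 1, 2 and 3, 35 with the replicate number as a block and 0 with limma on the 6 arrays of CAS and MC alone, where 450 passed the study's threshold. For SBM, SDPP and YMW they were 4018, 3083 and 4013 without MC replicate 1, and for YMW 0 without YMW replicate 1 or 3. At the study's threshold the counts without MC replicate 1 were 1708, 1769, 1379 and 1793, without MC replicate 2 362, 260, 142 and 331, and without MC replicate 3 238, 136, 85 and 213 for CAS, SBM, SDPP and YMW, while without CAS replicate 1 the CAS count was 472 and without SDPP replicate 1 or 3 the SDPP count was 496 or 146.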

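Tnfsf13b passed the study's threshold with CAS alone, and Cyp1a1 changed most with SBM. Tnfsf13b encodes BAFF, a cytokine that keeps B cells alive. It was 2.21-fold higher with CAS than in the MC (adjusted p = 0.000698), and the other fold changes were −1.11 with SBM, 1.13 with SDPP and −1.24 with YMW. Cyp1a1 encodes a cytochrome P450 that the aryl hydrocarbon receptor induces. It was 5.85-fold higher with SBM (adjusted p = 0.000172), and the fold change was 1.84 with SDPP, 1.27 with YMW and −1.39 with CAS. Table S1 does not name the protein source of each value. The paper's own array values there are 2.13 for Tnfsf13b and 1.92 for Cyp1a1, and its RT-qPCR values are 2.19 ± 0.83 (SEM, n = 3) and 7.00 ± 0.15 (SEM, n = 3). Gm41, Olfr1162 and Lims2 could not be measured, because the annotation used gives their probe sets to several genes or does not hold the symbol.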

Using GeneAnalytics, the genes were matched to GO-biological processes (Table 2). 

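Many of the same genes passed the study's threshold with every protein source. In all 4 comparisons 113 genes were higher than in the MC, among them Aurkb, Cenpa and Tpx2 of the mitotic spindle and Clu and Ptgs2 of the injured epithelium, and 64 were lower, among them Apob, Hnf4g, Mme and the cytokine genes Il18 and Il33. These examples were chosen after their values were seen. No gene was higher with 1 source and lower with another. The 4 comparisons are not independent, because all of them use the same 3 MC arrays. In 100 simulated sets with no effect of the sources and with shared MC arrays, 13 had as many genes higher in all 4 comparisons and 16 as many lower, and in 13 the mean count per source was as large as the 604.5 observed. The log2 fold changes of 2 sources had a mean correlation of 0.862 across genes, and 15 of the simulated sets had one as large. Without MC replicate 1, 2 or 3, 540, 41 and 23 genes were higher and 573, 16 and 12 were lower in all 4.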

Strikingly, several unique biological processes were influenced by each of the protein sources, while only one biological process was commonly regulated by all treatments (Fig. S4). 

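Tnfsf13b, Rhob and Mfsd4a were higher with CAS than with the other 3 sources in a direct comparison. Tnfsf13b was higher by 1.25 on the log2 scale (SE 0.10, adjusted p = 4.94e-05), and so were Rhob, a small GTPase of the actin cytoskeleton, by 1.12 ± 0.15 (adjusted p = 0.00574) and Mfsd4a, a membrane transporter, by 0.87 ± 0.07 (adjusted p = 4.94e-05). Cyp1a1 was lower with CAS (−1.74 ± 0.18, adjusted p = 0.000513) and higher with SBM by 2.30 ± 0.18 (adjusted p = 4.61e-05). The value with CAS includes the rise with SBM, which is 1 of the other sources. Against the MC the log2 fold change with CAS was −0.48 (adjusted p = 0.286 from limma). The CAS arrays (3.69 to 4.07) lay near the background of 3.91. With CAS 25 genes were higher and 5 lower than with the other sources at the study's threshold, and 20 passed an adjusted p of 0.05. With SBM 5 genes passed the study's threshold. Besides Cyp1a1, which alone passed after adjustment, they were Cyp1b1 (1.26), Rhob (−0.75), Gprc5b (−0.60) and Olfr792 (0.64), all named after their values were seen, and the last is not above background. With SDPP 3 passed and none after adjustment by limma, with 456 at an unadjusted p under 0.05: the glucocorticoid-induced gene Fkbp5 (0.76 ± 0.20) and, named after their values were seen, Id3 (0.70) and Gm13884 (0.66). The log2 intensity of Fkbp5 was 8.85, 8.74 and 8.38 with SDPP and 8.12, 8.89 and 9.32 in the MC. The SDPP arrays thus did not lie above the MC arrays. MC replicates 2 and 3 lay nearer to SDPP than to the other sources for all 3 genes, and MC replicate 1 for 1. With YMW 13 passed, 6 higher and 7 lower, and none after adjustment, with 1036 at an unadjusted p under 0.05. Depp1 (1.00), Adm (0.75) and Dusp1 (0.61) were among the 6 higher genes. Of the genes that passed against the MC with 1 source alone, 167 with CAS, 103 with SBM, 15 with SDPP and 148 with YMW, 17, 1, 0 and 4 also differed from the other sources. The sign was the same with all 4 sources for 92.8% of those found with CAS alone and 97.3% of those found with YMW alone. These shares decide nothing, because the shared MC arrays alone favour the same sign and no share without an effect was computed. Counts moved with single arrays: CAS had 54 without CAS replicate 3, SBM had 15, 9 and 23 without SBM replicates 1, 2 and 3 and 8 without CAS replicate 3, and YMW had 24 and 22 without YMW replicates 1 and 3. SDPP had 8, 1 and 84 without SDPP replicates 1, 2 and 3, 7 without CAS replicate 3, 5 without SBM replicate 3, 25 without MC replicate 1 and 5 without MC replicate 3.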

For CAS, SBM, SDPP and YMW, the number of uniquely modulated GO-biological processes compared to control were 5, 8, 24 and 11, respectively.

**Table 1:** Overview of differentially expressed (*P* < 0.05) genes along with the number of related GO-biological processes in 2D organoids exposed to undigested protein sources compared to medium control (MC)

Treatment	Regulation		Differentially expressed genes ^a^	GO biological processes ^b^
CAS	Up	417	823	26
	Down	406		
SBM	Up	340	796	27
	Down	456		
SDPP	Up	262	379	40
	Down	117		
YMW	Up	391	824	20
	Down	433		

*Abbreviations*: *CAS* casein, *SBM* soybean meal, *SDPP* spray dried plasma protein, *YMW* yellow meal worm

^a^*P* < 0.05 and log(fold change) > |1.5|

^b^Analysed by GeneAnalytics; pathway analysis significance using a corrected *P*-value of < 0.05

**Table 2:** Uniquely regulated GO-biological processes of 2D organoids exposed to various protein sources. List of biological processes as analyzed in GeneAnalytics using the differentially expressed genes compared to medium control (MC)

Sl No.	Biological processes modulated in treatments compared to MC	Putative regulation of biological process
	**CAS**	
1	Glutathione metabolic process	Down
2	Notochord development	Up
3	Microtubule-based movement	Up
4	Glutathione derivative biosynthetic process	Down
5	Cellular detoxification of nitrogen compound	Down
	**SBM**	
1	Phosphatidylcholine biosynthetic process	Down
2	Triglyceride homeostasis	Down
3	Drug metabolic process	Down
4	Type I interferon signaling pathway	Up
5	Retinol metabolic process	Down
6	Hexose transport	Down
7	Lipoprotein metabolic process	Down
8	Retinoid metabolic process	Down
	**SDPP**	
1	Nucleosome assembly	Up
2	Positive regulation of apoptotic process	Up
3	Positive regulation of cell migration	Up
4	Response to wounding	Up
5	Wound healing, spreading of cells	Up
6	Negative regulation of cell cycle	Up
7	DNA replication-independent nucleosome assembly	Up
8	Cellular response to organic cyclic compound	Up
9	Angiogenesis	Up
10	Telomere organization	Up
11	Response to virus	Up
12	Cytokinesis	Up
13	DNA replication-dependent nucleosome assembly	Up
14	DNA-templated transcription, initiation	Up
15	Response to hypoxia	Up
16	Positive regulation of fever generation	Up
17	Mitotic spindle midzone assembly	Up
18	Platelet degranulation	Up
19	Positive regulation of cytokinesis	Up
20	Chromatin silencing at RDNA	Up
21	Protein stabilization	Up
22	Protein localization to kinetochore	Up
23	Omega-hydroxylase P450 pathway	Up
24	Positive regulation of protein localization to nucleus	Up
	**YMW**	
1	Cholesterol biosynthetic process	Down
2	Steroid metabolic process	Down
3	Response to drug	Down
4	Oxidation-reduction process	Up
5	Transmembrane transport	Down
6	Isoprenoid biosynthetic process	Down
7	Very long-chain fatty acid metabolic process	Down
8	CDP-choline pathway	Down
9	Long-chain fatty acid metabolic process	Down
10	Steroid hormone mediated signaling pathway	Down
11	Response to gamma radiation	Up

*Abbreviations*: *CAS* casein, *SBM* soybean meal, *SDPP* spray dried plasma protein, *YMW* yellow meal worm, *MC* medium control

^a^Analysed by GeneAnalytics; pathway analysis significance at corrected *P*-value < 0.05

^b^*P* < 0.05 and log(fold change) > |1.5|

The biological process upregulated by all protein ingredients compared to MC, was cell proliferation, indicating altered rates of cell turnover. 

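Bub1, Cenpf and Mki67, genes of mitosis and cycling cells, were higher with every protein source. Bub1, a kinase of the spindle checkpoint, had log2 fold changes of 0.92 with CAS, 0.83 with SBM, 0.72 with SDPP and 0.98 with YMW (SE 0.30, n = 3 arrays per group). Cenpf, a protein of the kinetochore, had 0.96, 0.82, 0.86 and 0.79 (SE 0.32), and Mki67, which marks cycling cells, had 0.78, 0.77, 0.69 and 0.72 (SE 0.29). Ccnb2, a cyclin that starts mitosis, rose by 0.86 with CAS and 0.80 with YMW (SE 0.23). Of 25 genes of the G2 and M phases, 16, 13, 12 and 9 were higher with CAS, SBM, SDPP and YMW at the study's threshold and none was lower. None passed an adjusted p of 0.05 over all genes, and 21, 17, 0 and 0 passed when adjusted over the list alone. The median log2 fold change of the list was 0.64, 0.59, 0.56 and 0.57, with an adjusted p of 1.05e-12, 2.76e-12, 1.41e-11 and 5.11e-08 from camera. With an estimated correlation it was 0.558, 0.558, 0.558 and 0.579.
Among genes of DNA replication, Tk1, the thymidine kinase of the S phase, rose by 0.66 with SBM, 0.60 with SDPP and 0.83 with YMW. Over 28 such genes the median log2 fold change was 0.21, 0.35, 0.20 and 0.34 (adjusted p = 0.00841, 6.42e-07, 0.0028 and 5.05e-05; with an estimated correlation 0.721, 0.569, 0.715 and 0.619), and 1, 3, 1 and 2 of them passed the study's threshold. The paper concludes from the higher expression of proliferation genes with all 4 ingredients that rates of cell turnover were altered.
The mean log2 intensity of the G2 and M genes was 8.72 in MC replicate 1, 7.79 and 7.33 in MC replicates 2 and 3, and 8.36 to 8.73 in the treated arrays, and against MC replicate 1 alone the medians were −0.13, −0.17, −0.23 and −0.24. Without MC replicate 3 the medians of the G2 and M genes were 0.35, 0.33, 0.28 and 0.26 and those of the replication genes were −0.02, 0.12, 0.01 and 0.12. There the adjusted p of the replication genes from camera was 0.992, 0.00462, 0.992 and 0.0719, and with SDPP the test gave the direction as lower. For the replication genes the adjusted p was also 0.0588 with CAS without CAS replicate 1 and 0.265 with SDPP without SDPP replicate 3.

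**Figure D1:**
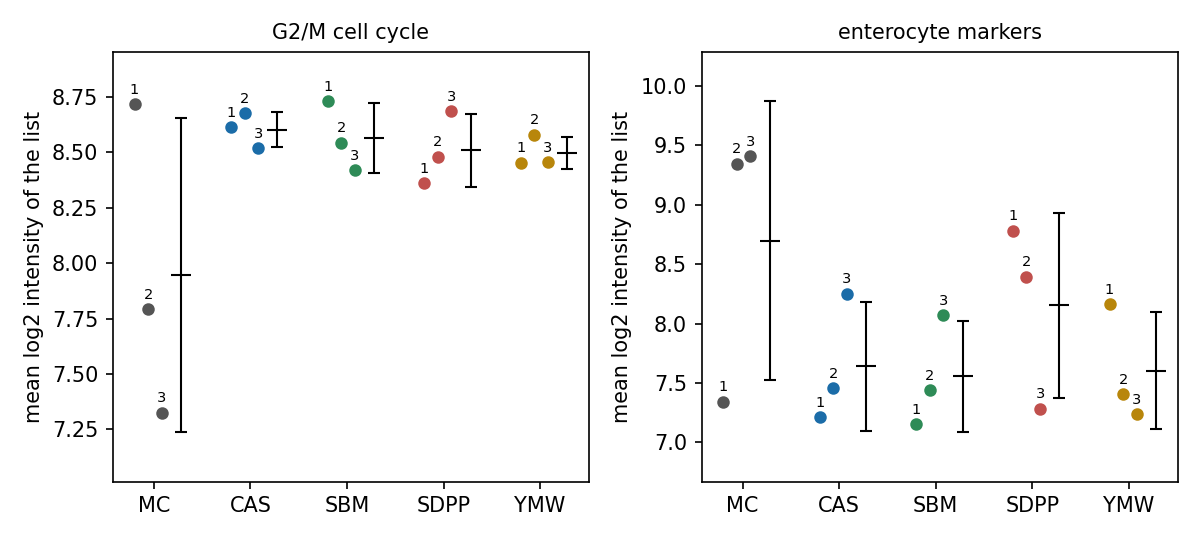
Mean log2 intensity of 25 genes of the G2 and M phases (left) and of 23 enterocyte markers (right) in each array, by group. Points are arrays with their replicate number, and the bar beside them is the mean ± SD (n = 3); MC replicate 1 lies at 8.72 and 7.34, apart from MC replicates 2 and 3.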

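Gstm6, Gstm3, Gsta4, Gstk1, Gstm1 and Gstm7, which encode enzymes that couple glutathione to other molecules, fell with CAS. The log2 fold change was −0.92 ± 0.30 (SE, n = 3 arrays per group) for Gstm6, −0.88 ± 0.28 for Gstm3, −0.81 ± 0.18 for Gsta4 (adjusted p = 0.0625) and −0.74 ± 0.24 for Gstk1. Gsta4 was lower in each CAS array than in each MC array. Of 21 glutathione S-transferases, 6 were lower and none was higher at the study's threshold. Of the 21, 2 were lower at an adjusted p under 0.05, Gstm1 and Gstm2, the second below the threshold on the fold change and both named after their values were seen, and 9 were lower and 1 higher when adjusted over the list alone. The median of the list was −0.30 with CAS (adjusted p = 1.53e-05, and 0.558 with an estimated correlation). With SDPP it was −0.26 (adjusted p = 8.97e-05, and 0.558 with an estimated correlation), and 4 members passed. The enterocyte markers were lower with CAS too, with a median log2 fold change of −1.06. Whether the transferases fell independently of these markers was not tested.
Among genes that make, recycle or break down glutathione, Dpep1, a dipeptidase of the brush border, had −0.90 ± 0.33 and Ethe1, a mitochondrial enzyme of sulfide oxidation, −0.61 ± 0.16, and no other of the 27 members passed with CAS. Of the 27, 5 were lower when adjusted over the list alone. The median of this list was −0.010 and its adjusted p was 0.198 from camera and 0.177 from fry, whose unadjusted p was 0.0181. Compared with the other 3 sources, the transferases had a median of −0.11 with CAS (adjusted p = 0.00763, and 0.558 with an estimated correlation), and none passed the study's threshold. Against MC replicate 1 alone the median of the transferases with CAS was −0.15, and without MC replicate 1, 2 or 3 it was −0.51, −0.24 and −0.20.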

CAS exposure to 2D organoids significantly downregulated expression of genes related to glutathione metabolic process and glutathione-derivative biosynthetic processes. Glutathione is a tripeptide, ubiquitously distributed in living cells and plays an important role in the intracellular defence mechanism against oxidative stress [17, 18]. It is known that glutathione metabolism is important for the antioxidant and detoxifying action of the intestine [19]. This suggests that CAS has detoxifying or anti-oxidative (functional) properties reducing the requirement for glutathione.

Exposure of organoids to SDPP upregulated several biological pathways associated with processes of cell migration and movement, including ‘wound healing’, ‘cytokinesis’ ‘mitotic spindle midzone assembly’, and is consistent with the upregulation of ‘DNA-templated transcription’, ‘initiation’, and ‘nucleosome assembly’. Additionally, the upregulation of angiogenesis could be related to cell apoptosis and altered expression of membrane metalloproteases and connective tissue growth factors involved in epithelial repair processes. 

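The histone genes H1f5, H2ac4, H4c6 and H2bc3, the kinesin genes Kif18b, Kif2c and Kif4 and the gene Fn1 rose with SDPP. Fn1 encodes fibronectin, a protein of the extracellular matrix, and had a log2 fold change of 2.19 ± 0.70 (SE, n = 3 arrays per group), against 2.05 with CAS, 1.94 with SBM and 2.35 with YMW. H1f5 (0.79 ± 0.21), H2ac4 (0.75 ± 0.27), H4c6 (0.71 ± 0.14) and H2bc3 (0.70 ± 0.20) rose, and H1f5 and H4c6 were higher in each SDPP array than in each MC array. Kif18b (0.71), Kif2c (0.68) and Kif4 (0.65), which encode kinesins of the spindle and midzone, rose as well, and Hmmr (0.77) and Bub1b (0.79), 2 genes of the mitotic spindle, did so too. Of 28 replication-dependent histones, 7 were higher and none was lower at the study's threshold, and 16 were higher when adjusted over the list alone. The median of the histones was 0.37 (adjusted p = 9.71e-12, and 0.558 with an estimated correlation). With CAS 8 histones were higher and with SBM 6, while with YMW none was higher and 1 was lower. Of 62 kinesins and dyneins the 3 named passed, and the median was 0.02 (adjusted p = 0.287), while with CAS, SBM and YMW 7, 5 and 7 passed. In the list of 31 genes of wound healing and cell migration Fn1 alone passed, and the median was 0.02 (adjusted p = 0.733). The median against MC replicate 1 alone was 0.17 for the histones and −0.09 for wound healing, and Fn1 had −0.35. Against that array Kif18b, Kif2c and Kif4 had −0.055, −0.16 and −0.19, and Hmmr and Bub1b had −0.20 and −0.077.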

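Thbs1, Ccn2, Ccn1, Mmp14 and Adm were higher with SDPP. Thbs1 encodes thrombospondin 1, a secreted regulator of vessel growth, and rose by 1.55 ± 0.56 (SE, n = 3 arrays per group). Ccn2 is the gene of connective tissue growth factor and rose by 1.18 ± 0.50, and Ccn1, of the same family, by 1.08 ± 0.42. Mmp14, which encodes a metalloprotease anchored in the membrane, rose by 0.63 ± 0.25, and Adm, which encodes the vessel-dilating peptide adrenomedullin, by 0.59. Of 33 genes of angiogenesis, 7 were higher with SDPP and none was lower, and 1 passed when adjusted over the list alone. Their median was 0.11 (adjusted p = 0.0294, and 0.558 with an estimated correlation). With CAS and YMW 7 of the same list were higher too, with 2 and 0 lower. Mmp14 alone of 18 matrix and membrane metalloproteases passed, and their median was 0.09 (adjusted p = 0.158). Ccn1, Ccn2 and Ankrd1 (2.23) are also target genes of YAP, a regulator of organ size and repair, and were the 3 of 12 such genes higher with SDPP. Thbs1, Ccn2, Ccn1 and Ankrd1 had −0.39, −0.62, −0.46 and −0.99 against MC replicate 1 alone. The median of the angiogenesis genes was −0.10 against that array, 0.07 without MC replicate 2 (adjusted p = 0.125), 0.07 without MC replicate 3 (adjusted p = 0.0978) and 0.15 without SDPP replicate 1 (adjusted p = 0.107).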

Overall, these findings suggest increased cell turnover reflected in the upregulation of apoptosis and replication processes. 

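None of 25 measured genes in a list of apoptosis and p53 targets passed the study's threshold with SDPP. The largest shifts in the list were in Sesn1, a p53 target that restrains growth signalling, with a log2 fold change of −0.50 ± 0.19 (SE, n = 3 arrays per group), and in Tnf, the gene of tumour necrosis factor, with 0.48 ± 0.28. The median log2 fold change was 0.0048, while the mean of the list was −0.0060 and camera gave the direction as lower (adjusted p = 0.703). In limma 0 of them passed an adjusted p of 0.05, and 0 passed when adjusted over the list alone. From the changes in apoptosis and replication processes, the paper proposes that SDPP increased cell turnover.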

The reason for this observation is unclear but may involve reconstituted serum factors from SDPP (porcine origin) and warrants further investigation.

Exposure of 2D organoids to YMW down regulated biological processes involved in lipid metabolism such as ‘steroid metabolic process’, ‘cholesterol biosynthesis process’, ‘very-long chain fatty acid metabolic process’ and ‘isoprenoid biosynthesis’. 

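Mvk, Hsd17b7, Cyp51 and Sc5d of the mevalonate and sterol pathways fell with YMW. Mvk, the mevalonate kinase, had a log2 fold change of −1.12 ± 0.25 (SE, n = 3 arrays per group), Hsd17b7 −1.04 ± 0.30, Cyp51, the lanosterol demethylase, −0.84 ± 0.21 and Sc5d −0.84 ± 0.21. Mvk and Cyp51 were lower in each YMW array than in each MC array. Hmgcs1, which makes the substrate of the rate-limiting enzyme, had −0.69 ± 0.23, and Idi1, which interconverts the isoprenoid building blocks, −0.77 ± 0.19. Of 17 genes of cholesterol biosynthesis, 12 were lower with YMW and none was higher, and 16 were lower when adjusted over the list alone. The median was −0.69 (adjusted p = 7.9e-13, and 0.558 with an estimated correlation). The list was also lower with the other sources, with medians of −0.49 for CAS, −0.39 for SBM and −0.52 for SDPP (with an estimated correlation, adjusted p = 0.558, 0.566 and 0.558). Compared with the other 3 sources, the median with YMW was −0.19 (adjusted p = 5.42e-06, and 0.566 with an estimated correlation), and no member passed the study's threshold. The enterocyte markers had a mean log2 intensity of 8.16, 7.40 and 7.24 in YMW replicates 1, 2 and 3. In MC replicates 1, 2 and 3 it was 7.34, 9.34 and 9.41. Whether the cholesterol genes fell independently of these markers was not tested.
Of 12 genes of isoprenoid biosynthesis 4 were lower, Mvk, Idi1, Hmgcs1 and Pmvk (−0.64 ± 0.23), with a median of −0.31 (adjusted p = 0.0266, and 0.558 with an estimated correlation), and 1 was higher and 6 lower when adjusted over the list alone. Genes of long and very long chain fatty acids went both ways. The thioesterase genes Acot1 (0.87 ± 0.24) and Acot2 (0.82 ± 0.27) rose, while the fatty acid transporter gene Slc27a4 (−0.84 ± 0.34), the hydroxylase gene Cyp4f14 (−1.88 ± 0.79) and the elongase gene Elovl6 (−0.64) fell. Of 37 such genes 3 were higher and 4 lower, 4 and 4 when adjusted over the list alone, and the median was −0.08 (adjusted p = 0.202). Against MC replicate 1 alone the median was −0.14 for cholesterol biosynthesis (adjusted p = 0.135) and −0.11 for isoprenoid biosynthesis, whereas without MC replicate 1 they were −0.97 and −0.42. The adjusted p of the isoprenoid genes was 0.0582 without YMW replicate 1.

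**Figure D2:**
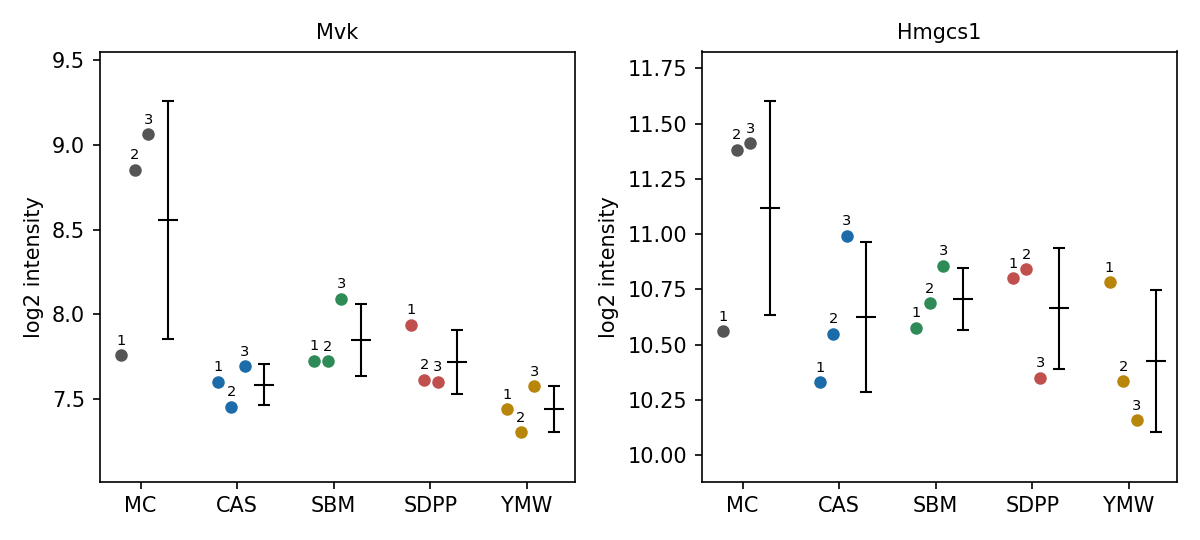
Log2 intensity of Mvk (left) and Hmgcs1 (right) in each array, by group. Points are arrays with their replicate number, and the bar beside them is the mean ± SD (n = 3); Mvk lies at 7.76 in MC replicate 1 and at 8.85 and 9.06 in MC replicates 2 and 3.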

Isoprenoids are needed for biosynthesis of sterols such as cholesterol, which is vital for membrane structure. The effects of YMW are most likely to be due to the relatively high residual fat content (total fat, dry matter basis: 270 g/kg) of this protein source [13].

Soybean meal is a common protein ingredient of animal feed and down-regulated biological processes involved in triglyceride (TAG) and phosphatidylcholine (PC) biosynthesis as well as pathways associated with retinoid and retinol metabolism (Table 2). This is consistent with *in vivo* studies showing soy protein intake to be hypotriglyceridaemic in rats, having cholesterol lowering effects and reducing lipid deposition in liver [20–22].

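Dgat2, Mogat2, Agpat2 and Gpat3, which encode acyltransferases of TAG synthesis, fell with SBM. The log2 fold change was −1.11 ± 0.45 (SE, n = 3 arrays per group) for Dgat2, −1.01 ± 0.43 for Mogat2, −1.01 ± 0.36 for Agpat2 and −0.93 ± 0.33 for Gpat3. Of 21 genes of TAG synthesis, 7 were lower and none was higher at the study's threshold, and none passed when adjusted over the list alone. The median of the list was −0.25 (adjusted p = 0.014, and 0.558 with an estimated correlation). With CAS and YMW the median was −0.22 and −0.21, and 6 and 4 genes were lower. Compared with the other 3 sources the median with SBM was −0.06 and the test gave the opposite direction (adjusted p = 0.779). The enterocyte markers were also lower with SBM than in MC replicates 2 and 3. Their mean log2 intensity was 7.15, 7.44 and 8.07 in SBM replicates 1, 2 and 3, and 7.34, 9.34 and 9.41 in MC replicates 1, 2 and 3. Whether the TAG, PC and retinoid genes fell independently of these markers was not tested.
Genes of PC synthesis fell in part. Chka, which phosphorylates choline, had −0.91 ± 0.20 (adjusted p = 0.135) and was lower in each SBM array than in each MC array, and Pcyt1a, the rate-limiting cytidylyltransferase, had −1.04 ± 0.39. The choline transporter gene Slc44a4 had −0.64 ± 0.22 and Chpt1 −0.62 ± 0.24, while the phospholipase gene Pla2g4a rose by 1.23 ± 0.46. Of 22 genes 4 were lower and 2 higher, 1 was lower when adjusted over the list alone, and the median was −0.14 (adjusted p = 0.0547).
Among genes of retinoid metabolism, Rbp2, the retinol-binding protein of enterocytes, had −1.54 ± 0.63, Adh4 −1.08 ± 0.39, Dgat1, which also esterifies retinol, −0.90 ± 0.39 and Rdh9 −0.87 ± 0.28. Of 43 such genes 7 were lower and none was higher, and the median was −0.14 (adjusted p = 0.105), whereas with CAS 8 were lower and 2 higher (adjusted p = 0.000249, and 0.558 with an estimated correlation). With MC replicate 1 as the only control the medians with SBM were 0.02 for TAG, −0.03 for PC and 0.03 for retinoid genes, whereas without MC replicate 1 the TAG genes had −0.36 and the others −0.15 (adjusted p = 0.0484) and −0.18 (adjusted p = 0.0151). For the TAG genes the adjusted p was 0.0535 without SBM replicate 1 and 0.127 without MC replicate 2. The PC genes had a median of −0.23 without SBM replicate 3 (adjusted p = 0.0147) and of −0.10 without SBM replicate 2 (adjusted p = 0.157).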

Intestinal organoids produce and secrete chylomicrons [23], large triglyceride-rich lipoprotein particles enveloped by phospholipids, which are used for the transport of dietary fat and fat-soluble vitamins. Recently, van Rijn and colleagues showed that intestinal organoids secrete chylomicrons upon stimulation with fatty acids and measured the intracellular formation of lipid droplets [24]. To investigate whether SBM incubated organoids secreted lower amounts of these molecules we measured their concentration in the culture medium (Fig. S5). Interestingly, supernatants from SBM-treated monolayers had lower amounts of TAG and PC than the other protein treatments but were not different from MC. However, transcriptional down-regulation of these pathways was predicted from microarray data of SBM treated cells compared to the MC. This result could be explained by the presence of a minimal TAG and PC amount in the normal culture supernatant. Moreover, higher amounts of TAG and PC were found in supernatants of organoids treated with ingredients containing higher fat content than SBM (see [13]).

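The apolipoprotein genes Apob, Apoa1, Apoc3, Apoc2 and Apoa4 fell with SBM. Apob, the structural protein of chylomicrons, had a log2 fold change of −1.04 ± 0.31 (SE, n = 3 arrays per group) and was lower in each SBM array than in each MC array. Apoa1 had −2.01 ± 0.92, Apoc3 −1.62 ± 0.62, Apoc2 −1.54 ± 0.55 and Apoa4 −1.52 ± 0.61. Apoa4 and Apoa1 were also among the genes with the largest loadings on the first component, beside the enterocyte genes Akp3 and Alpi. Whether the apolipoprotein genes fell independently of the enterocyte markers was not tested. Of 37 genes of lipoprotein assembly and TAG homeostasis, 9 were lower and 1 was higher, and 4 were lower and 1 higher when adjusted over the list alone. Their median was −0.14 (adjusted p = 0.03, and 0.648 with an estimated correlation), against −0.20 with CAS, −0.12 with YMW and −0.09 with SDPP. The CDP-choline pathway, a route of PC synthesis, had 3 of 7 genes lower with SBM and a median of −0.22 (adjusted p = 0.0455, and 0.579 with an estimated correlation). The lipoprotein genes had a median of 0.10 against MC replicate 1 alone, and the adjusted p was 0.179 and 0.142 without MC replicates 2 and 3 and 0.172 and 0.057 without SBM replicates 1 and 2.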

The hypotriglyceridaemic effect of soy protein was recently shown to be due to suppression of retinoic acid receptor expression in liver of rats fed soybean protein but not casein protein in their diet [25]. This is consistent with reports that administration of retinoids in cancer treatments are associated with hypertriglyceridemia via their interaction with retinoid receptors [26–28]. Taken together, these observations suggest that a component in SBM also negatively regulates retinoid and retinol biosynthesis as well as cholesterol and lipid biosynthetic pathways through down regulation of retinoic acid receptors in the intestinal epithelium.

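The genes of the retinoic acid receptors were not lower with SBM. Rara had a log2 fold change of −0.07 ± 0.09 (SE, n = 3 arrays per group), Rarb 0.08 ± 0.17 and Rarg 0.54 ± 0.17, and Rxra, Rxrb and Rxrg, which encode their retinoid X receptor partners, had −0.29 ± 0.19, 0.04 ± 0.11 and −0.02 ± 0.17. Rxrg is not above background in any array (3.08 to 3.71), so a fall could not be seen in it. None of the 6 passed the study's threshold or an adjusted p of 0.05 in limma, Rarg had an unadjusted p under 0.05, and 1 was higher when adjusted over the list alone. Against MC replicate 1 alone Rarg had 0.050. The median of the 6 was 0.0069 (adjusted p = 0.74). Among genes of cholesterol biosynthesis, Hsd17b7 had −0.82, Msmo1 −0.67 and Sc5d −0.63 with SBM. Of 17 such genes 4 were lower and none passed when adjusted over the list alone, and the median was −0.39 (adjusted p = 5.92e-06, and 0.566 with an estimated correlation). From the lower lipid and retinoid processes and from earlier reports on soy-fed rats and on treatment with retinoids, the paper proposes that a component of SBM acts through lower expression of retinoic acid receptors. Against MC replicate 1 alone the median of the cholesterol genes with SBM was 0.15, and without MC replicates 1, 2 and 3 it was −0.69, −0.27 and −0.24.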

In the present study we observe only part of the bio-functionality of the protein ingredients. The soluble constituents in the undigested (non-hydrolysed) soluble fraction of the protein ingredients are likely responsible for the observed effects in the present study. It can either be proteins or naturally present peptides or likely non-protein constituents that are responsible for the observed effects. However *in vivo* we can expect additional effects of the digested protein sources, in particular on metabolism. Moreover, the kinetics of protein digestion in the gastrointestinal tract differs substantially among the protein sources, particularly for SBM and SDPP [29].

## Concluding remarks

Collectively, our results indicate a direct diet-host interaction of the ‘undigested (non-hydrolysed)-soluble fraction’ of different protein sources and demonstrates that organoid monolayers are useful models to evaluate complex interaction between feed or food ingredients and the intestinal epithelium. Our transcriptome results for SBM and CAS, protein sources for which extensive studies have been performed *in vivo*, reflected those shown in animal studies. Our study suggests that a 2D intestinal organoid model can predict some effects also seen *in vivo* and might help to predict host-feed interactions.

Less studied protein sources such as SDPP and YMW also had significant effects on epithelial gene expression. For SDPP the main pathways affected indicate a possible stress response or stimulation of epithelial regeneration, for example, through increased cell turn-over [30]. Future studies can be focused on verifying the biological processes altered by SDPP and YMW in 2D intestinal organoid models, as well as fractionation of the protein sources to identify bio-molecular component(s) responsible for their effects or pre-hydrolysed fractions of other food/feed ingredients. Additionally, species-specific advances in organoid cultivation could be used to identify molecular responses of various host-species or tissue types [9, 11].

## Supplementary information

**Additional file 1: Schematic representation of the study.** 3-dimensional organoids were generated from mouse duodenum (1). The organoids were subsequently dissociated into single cells (2) and grown as 2-dimensional polarised monolayers (3). Polarized monolayers of organoid cells were exposed to different protein sources [CAS, SBM, SDPP, YMW, or medium control (MC)] for 6 h (4) and further processed for imaging (5) gene expression (6), and biochemical assays (7), to investigate the effects of undigested protein sources on the duodenal epithelium.

**Additional file 2: Materials and Methods.Method S1.** Description of crypt isolation and culture of 3D organoids. **Method S2.** RNA isolation, transcriptome and biological pathway analysis. **Method S3.** RT-qPCR.

**Additional file 3: Supplementary Tables and Figures.Table S1.** RT-qPCR primer sequences and fold-change results (average ± SEM, *n* = 3 per treatment) for microarray validation of significantly regulated genes in protein-treated organoids compared to medium control. **Fig. S1.** Organoid monolayers differentiate into polarized epithelium containing multiple cell types irrespective of treatment. (A) Staining of organoid monolayers to test for cellular morphology and proliferation (top), and secretory cell lineages, goblet (middle; MUC2) and Paneth (bottom; UEA-1) cells, when treated with various protein sources. (B) Cell ATP assay of organoids exposed to various protein sources relative to medium control (average % ± SD, *n* = 6 per treatment, * *P* < 0.05, ** *P* < 0.01). MC, medium control; SBM, soybean meal; CAS, casein; SDPP, spray dried plasma protein; YMW, yellow meal worm. **Fig. S2.** Organoid monolayers stimulated with various protein sources still maintained cell type-specific differentiation markers. Heatmap showing log_10_(expression) values of cell-specific genes in the dataset for crypt base columnar (CBC)/stem cells, label-retaining cells (+ 4 SC), niche cells, Paneth cells, goblet cells, enteroendocrine cells (EEC), absorptive enterocytes, and miscellaneous genes (MG). **Fig. S3.** PCA score plot based on genome-wide transcriptomic response measured by microarray of 2D organoids stimulated with different protein source. Colored spherical areas display 95% confidence region of respective experimental diets. Each dot represents a batch culture of organoids. MC, medium control; CAS, Casein; SBM, Soybean meal; SDPP, Spray dried plasma protein; YMW, Yellow meal worm. **Fig. S4.** Overview of non-overlapped and overlapped significant GO-biological processes modulated by protein ingredients from different sources compared to medium control, based on functional analysis results using GeneAnalytics. CAS, casein; SBM, soybean meal; SDPP, spray dried plasma protein; YMW, yellow meal worm; MC, Medium control. **Fig. S5.** Triglyceride (A) and phosphatidylcholine (B) content in supernatant of organoid monolayers stimulated for 6 h with various protein sources. Letters indicate similarity or significant differences using One-way ANOVA (concentrations given in pmol, average ± SEM, *n* = 6 monolayers per treatment derived from 3 mice, *P* < 0.05).

## Data Availability

The microarray data resulted from this study is available in the Gene Expression Omnibus of NCBI with the accession number GSE98051.

## Abbreviations

2D: Two-dimensional
3D: Three-dimensional
AIN: American Institute of Nutrition
ATP: Adenosine triphosphate
CAS: Casein
CBC: Columnar base cell
DMEM: Dulbecco’s modified Eagle medium
EDTA: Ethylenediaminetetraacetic acid
EEC: Enteroendocrine cells
FC: Fold change
GO: Gene ontology
HKG: Miscellaneous genes
IMBT: Intensity based moderated T-statistic
Lyz: Lysozyme
MC: Medium control
mEGF: Mouse epidermal growth factor
Muc2: Mucin-2
PBS: Phosphate-buffered saline solution
PC: Phosphatidylcholine
PCA: Principal component analysis
RT-qPCR: Quantitative reverse transcription PCR
SBM: Soybean meal
SC: Stem cell
SDPP: Spray dried plasma protein
TBS-T: Tris-buffered saline-tween 20
TG: Triglyceride
UEA-1: *Ulex europaeus* agglutinin 1
YMW: Yellow meal worm

## References

[1] Jahan-Mihan A, Luhovyy BL, El Khoury D, Anderson GH (2011). Dietary proteins as determinants of metabolic and physiologic functions of the gastrointestinal tract. Nutrients..

[2] Kosti I, Jain N, Aran D, Butte AJ, Sirota M. Cross-tissue analysis of gene and protein expression in normal and cancer tissues. Sci Rep. 2016;6:24799. 10.1038/srep24799.10.1038/srep24799PMC485517427142790

[3] Liu YS, Mi Y, Mueller T, Kreibich S, Williams EG, Van Drogen A (2019). Multi-omic measurements of heterogeneity in HeLa cells across laboratories. Nat Biotechnol.

[4] Randall KJ, Turton J, Foster JR (2011). Explant culture of gastrointestinal tissue: a review of methods and applications. Cell Biol Toxicol.

[5] Ootani A, Li XN, Sangiorgi E, Ho QT, Ueno H, Toda S (2009). Sustained in vitro intestinal epithelial culture within a Wnt-dependent stem cell niche. Nat Med.

[6] Sato T, Vries RG, Snippert HJ, van de Wetering M, Barker N, Stange DE (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. Nature..

[7] Sato T, Stange DE, Ferrante M, Vries RGJ, van Es JH, van den Brink S (2011). Long-term expansion of epithelial Organoids from human Colon, adenoma, adenocarcinoma, and Barrett's epithelium. Gastroenterology..

[8] van der Hee B, Madsen O, Smidt H, Wells JM. Congruence of location-specific transcriptional programs in intestinal organoids during long-term culture. bioRxiv. 2019:600940. 10.1101/600940.

[9] van der Hee B, Loonen LMP, Taverne N, Taverne-Thiele JJ, Smidt H, Wells JM (2018). Optimized procedures for generating an enhanced, near physiological 2D culture system from porcine intestinal organoids. Stem Cell Res.

[10] VanDussen KL, Marinshaw JM, Shaikh N, Miyoshi H, Moon C, Tarr PI (2015). Development of an enhanced human gastrointestinal epithelial culture system to facilitate patient-based assays. Gut..

[11] Vogel GF, van Rijn JM, Krainer IM, Janecke AR, Posovzsky C, Cohen M, et al. Disrupted apical exocytosis of cargo vesicles causes enteropathy in FHL5 patients with Munc18–2 mutations. Jci Insight. 2017;2(14):e94564. 10.1172/jci.insight.94564.10.1172/jci.insight.94564PMC551855228724787

[12] Wang YL, DiSalvo M, Gunasekara DB, Dutton J, Proctor A, Lebhar MS (2017). Self-renewing Monolayer of Primary Colonic or Rectal Epithelial Cells. Cell Mol Gastroenter.

[13] Kar SK, Jansman AJM, Boeren S, Kruijt L, Smits MA (2016). Protein, peptide, amino acid composition, and potential functional properties of existing and novel dietary protein sources for monogastrics. J Anim Sci.

[14] Rossi O, Karczewski J, Stolte EH, Brummer RJ, van Nieuwenhoven MA, Meijerink M (2013). Vectorial secretion of interleukin-8 mediates autocrine signalling in intestinal epithelial cells via apically located CXCR1. BMC Res Notes.

[15] Sovran B, Lu P, Loonen LMP, Hugenholtz F, Belzer C, Stolte EH (2016). Identification of commensal species positively correlated with early stress responses to a compromised mucus barrier. Inflamm Bowel Dis.

[16] Ben-Ari Fuchs S, Lieder I, Stelzer G, Mazor Y, Buzhor E, Kaplan S (2016). GeneAnalytics: an integrative gene set analysis tool for next generation sequencing, RNAseq and Microarray Data. Omics.

[17] Couto N, Wood J, Barber J (2016). The role of glutathione reductase and related enzymes on cellular redox homoeostasis network. Free Radical Bio Med.

[18] Diaz-Vivancos P, de Simone A, Kiddie G, Foyer CH (2015). Glutathione - linking cell proliferation to oxidative stress. Free Radical Bio Med..

[19] Iantomasi T, Favilli F, Marraccini P, Magaldi T, Bruni P, Vincenzini MT (1997). Glutathione transport system in human small intestine epithelial cells. Bba-Biomembranes..

[20] Ascencio C, Torres N, Isoard-Acosta F, Gomez-Perez FJ, Hernandez-Pando R, Tovar AR (2004). Soy protein affects serum insulin and hepatic SREBP-1 mRNA and reduces fatty liver in rats. J Nutr.

[21] Lin YG, Meijer GW, Vermeer MA, Trautwein EA (2004). Soy protein enhances the cholesterol-lowering effect of plant sterol esters in cholesterol-fed hamsters. J Nutr.

[22] Moriyama T, Kishimoto K, Nagai K, Urade R, Ogawa T, Utsumi S (2004). Soybean beta-conglycinin diet suppresses serum triglyceride levels in normal and genetically obese mice by induction of beta-oxidation, downregulation of fatty acid synthase, and inhibition of triglyceride absorption. Biosci Biotechnol Biochem.

[23] Luchoomun J, Hussain MM (1999). Assembly and secretion of chylomicrons by differentiated Caco-2 cells - nascent triglycerides and preformed phospholipids are preferentially used for lipoprotein assembly. J Biol Chem.

[24] van Rijn JM, van Hoesel M, Middendorp S. A fluorescence-based assay for characterization and quantification of lipid droplet formation in human intestinal organoids. J Vis Exp. 2019;(152):e60150. 10.3791/60150.10.3791/6015031657789

[25] Torre-Villalvazo I, Tovar AR, Ramos-Barragan VE, Cerbon-Cervantes MA, Torres N (2008). Soy protein ameliorates metabolic abnormalities in liver and adipose tissue of rats fed a high fat diet. J Nutr.

[26] Radcliffe JD, Imrhan VL, Hsueh AN (1998). The use of soy protein isolate to reduce the severity of 13-cis retinoic acid-induced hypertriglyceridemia. Cancer Detect Prev.

[27] Standeven AM, Beard RL, Johnson AT, Boehm MF, Escobar M, Heyman RA (1996). Retinoid-induced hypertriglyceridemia in rats is mediated by retinoic acid receptors. Fund Appl Toxicol.

[28] Xiao CW, Mei J, Huang WX, Wood C, L'Abbe MR, Gilani GS (2007). Dietary soy protein isolate modifies hepatic retinoic acid receptor-beta proteins and inhibits their DNA binding activity in rats. J Nutr.

[29] Chen H (2017). Protein digestion kinetics in pigs and poultry.

[30] Tarnawski AS, Ahluwalia A (2012). Molecular mechanisms of epithelial regeneration and neovascularization during healing of gastric and esophageal ulcers. Curr Med Chem.

# Supplementary material for: Effects of undigested protein-rich ingredients on polarised small intestinal organoid monolayers
**Source:** J Anim Sci Biotechnol. 2020 May 18;11:51. doi: 10.1186/s40104-020-00443-4
**Supplement:** Supplementary file 1 — Additional file 1: Schematic representation of the study. 3-dimensional organoids were generated from mouse duodenum (1). The organoids were subsequently dissociated into single cells (2) and grown as 2-dimensional polarised monolayers (3). Polarized monolayers of organoid cells were exposed to different protein sources [CAS, SBM, SDPP, YMW, or medium control (MC)] for 6 h (4) and further processed for imaging (5) gene expression (6), and biochemical assays (7), to investigate the effects of undigested protein sources on the duodenal epithelium.

**Additional file 1**

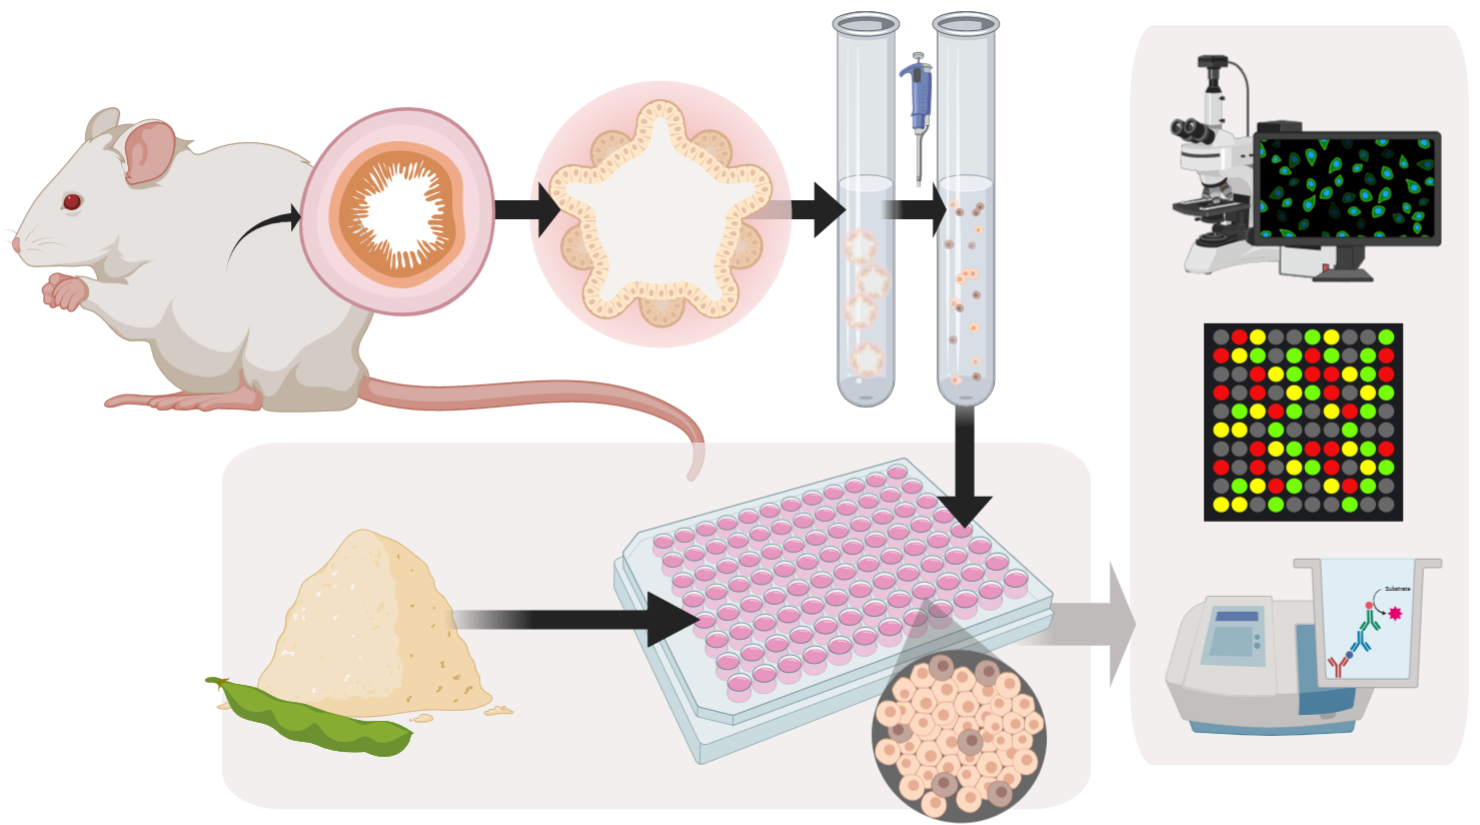

(1)

(2)

(3)

(4)

(5)

(6)

(7)

**Additional file 1. Schematic representation of the study.** 3-dimensional organoids were generated from mouse duodenum (1). The organoids were subsequently dissociated into single cells (2) and grown as 2-dimensional polarised monolayers (3). Polarized monolayers of organoid cells were exposed to different protein sources (CAS, SBM, SDPP, YMW, or medium control (MC) for 6h (4) and further processed for imaging (5) gene expression (6), and biochemical assays (7), to investigate the effects of undigested protein sources on the small intestinal epithelium.

# Supplementary material for: Effects of undigested protein-rich ingredients on polarised small intestinal organoid monolayers
**Source:** J Anim Sci Biotechnol. 2020 May 18;11:51. doi: 10.1186/s40104-020-00443-4
**Supplement:** Supplementary file 2 — Additional file 2: Materials and Methods.Method S1. Description of crypt isolation and culture of 3D organoids. Method S2. RNA isolation, transcriptome and biological pathway analysis. Method S3. RT-qPCR.

**Additional file 2: Materials and Methods.**

**Method S1. Description of crypt isolation and culture of 3D organoids**

A two-centimeter section of the duodenum was isolated and opened longitudinally. Duodenal segments were washed in ice-cold phosphate-buffered saline solution (PBS) until the supernatant was clear. Subsequently, the tissue was incubated in PBS containing 2 mmolL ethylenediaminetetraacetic acid (EDTA) for 30 min on ice. Intestinal villi were gently removed using a glass slide, the remaining tissue was sectioned in smaller pieces, and washed with ice-cold PBS. After precipitation of the tissue fragments, PBS containing EDTA was removed and resulting fragments were thoroughly suspended in advanced Dulbecco’s modified Eagle medium (DMEM/F12, ThermoFisher scientific, the Netherlands) containing 1% *v/v* penicillin/streptomycin (PenStrep, Sigma-Aldrich, the Netherlands). Supernatant containing the crypts was filtered through a 70-µm cell strainer and centrifuged at 200 ×*g* for 3 min at 4°C. The pellet was suspended in Matrigel matrix (growth factor reduced, phenol red free, BD biosciences, the Netherlands) and plated at a density of 40-100 crypts per 50 µLin a 24-well culture plate (Corning, the Netherlands) for 3D growth of the organoids. After inverted polymerization of the matrix at 37 ⁰C with 5% CO_2_ for 20 min, 600 μL/well W-ENR was added. After seeding, the culture medium was initially replaced after 24 h and subsequently every 72 h. Organoids were sub-cultured and passaged 1:5 every 8-10 d by mechanical disruption and seeded in fresh Matrigel matrix.

**Method S2. RNA isolation, transcriptome and biological pathway analysis**

After incubation, the wells were washed with 200 μLPBS at room temperature. Total RNA was isolated using the RNeasy Mini kit (Qiagen, The Netherlands), with a 15-min on-column DNase treatment (RNAse free DNAse kit, Qiagen). RNA purity and integrity were verified using spectrophotometry (NanoDrop Technologies, USA) and Bioanalyzer (Agilent, USA). The RNA was only used to generate cDNA and perform microarray hybridization when there was no evidence of RNA degradation (RNA Integrity Number > 8). The labelling, hybridization of individual samples on Affymetrix GeneChip mouse gene 1.1 ST arrays (Affymetrix, USA), scanning, quality control and normalization of the resulting datasets was performed as described previously [1]. The resulting data is available in the Gene Expression Omnibus from NCBI with the accession number GSE98051. Differentially expressed probe sets were identified using linear models, applying moderated T-statistics that implemented empirical Bayes regularization of standard errors [2]. A Bayesian hierarchical model was used to define an intensity based moderated T-statistic (IMBT) [3]. Only genes with a fold-change (FC) of at least 1.5 (up or down) and *P*-value < 0.05 were considered significantly different. Biological interaction networks among regulated genes activated in response to protein ingredients from different sources were identified using “GeneAnalytics” (LifeMap Sciences, Inc. a subsidiary of BioTime, Inc., USA). GeneAnalytics automatically integrates gene-centric data from ~125 web sources, including genomic, transcriptomic, proteomic, genetic, clinical and functional information to identify Gene Ontology (GO) terms related to their gene sets, providing information about the molecular functions and biological roles of the genes of interest. The annotation of mice genes was performed for the subsequent functional analysis. Our GeneAnalytics analyses compared differentially regulated genes in the 2D organoids exposed to treatments compared to medium control (MC). The input was all differentially regulated genes (*P*-value < 0.05 and FC > 1.5) in the 2D organoids with/without exposure to the treatments. Here, the GO biological processes were retrieved from GeneAnalytics analysis with a high or medium score (*P*-value <0.05).

**Method S3. RT-qPCR**

The cDNA was generated from 1 microgram of total RNA by reverse transcription using a qScript cDNA synthesis kit (Quantabio, USA) according to manufacturer’s instructions and diluted 1:20. Primers were designed using Primer3 software [4-5], and purchased from Eurogentec (Oligo center, Belgium). RT-qPCR was performed using the Rotor-gene SYBR green PCR kit (Qiagen, the Netherlands) with primers specified in Table S1. Expression levels were measured in triplicate assays per sample using the Rotor-gene Q2plex real-time cycler (Qiagen). *18S* and *beta-Actin* acted as endogenous control genes and relative expression was calculated using individual amplification values, following methods described in [6]. RT-qPCR data are presented as mean ± standard error of the mean (SEM). Statistical analysis was performed by One-way analysis of variance (ANOVA) followed by Dunnet’s multiple comparisons test (Treatments vs medium control) using GraphPad prism version 5.03 (GraphPad Software, San Diego, California, USA). *P*-values < 0.05 were considered statistically significant.

**Supplementary references for Additional File 2**

1. Sovran B, Loonen LMP, Lu P, Hugenholtz F, Belzer C, Stolte EH, et al. IL-22-STAT3 Pathway Plays a Key Role in the Maintenance of Ileal Homeostasis in Mice Lacking Secreted Mucus Barrier. Inflammatory Bowel Diseases. 2015;21(3):531-42.

2. Storey J, Tibshirani R. Statistical significance for genomewide studies. Proc Natl Acad Sci USA. 2003;100.

3. Sartor MA, Tomlinson CR, Wesselkamper SC, Sivaganesan S, Leikauf GD, Medvedovic M. Intensity-based hierarchical Bayes method improves testing for differentially expressed genes in microarray experiments. Bmc Bioinformatics. 2006;7.

4. Koressaar T, Remm M. Enhancements and modifications of primer design program Primer3. Bioinformatics. 2007;23(10):1289-91.

5. Untergasser A, Nijveen H, Rao X, Bisseling T, Geurts R, Leunissen JAM. Primer3Plus, an enhanced web interface to Primer3. Nucleic Acids Research. 2007;35:W71-W4.

6. Schmittgen TD, Livak KJ. Analyzing real-time PCR data by the comparative C-T method. Nat Protoc. 2008;3(6):1101-8.

# Supplementary material for: Effects of undigested protein-rich ingredients on polarised small intestinal organoid monolayers
**Source:** J Anim Sci Biotechnol. 2020 May 18;11:51. doi: 10.1186/s40104-020-00443-4
**Supplement:** Supplementary file 3 — Additional file 3: Supplementary Tables and Figures.Table S1. RT-qPCR primer sequences and fold-change results (average ± SEM, n = 3 per treatment) for microarray validation of significantly regulated genes in protein-treated organoids compared to medium control. Fig. S1. Organoid monolayers differentiate into polarized epithelium containing multiple cell types irrespective of treatment. (A) Staining of organoid monolayers to test for cellular morphology and proliferation (top), and secretory cell lineages, goblet (middle; MUC2) and Paneth (bottom; UEA-1) cells, when treated with various protein sources. (B) Cell ATP assay of organoids exposed to various protein sources relative to medium control (average % ± SD, n = 6 per treatment, * P < 0.05, ** P < 0.01). MC, medium control; SBM, soybean meal; CAS, casein; SDPP, spray dried plasma protein; YMW, yellow meal worm. Fig. S2. Organoid monolayers stimulated with various protein sources still maintained cell type-specific differentiation markers. Heatmap showing log10(expression) values of cell-specific genes in the dataset for crypt base columnar (CBC)/stem cells, label-retaining cells (+ 4 SC), niche cells, Paneth cells, goblet cells, enteroendocrine cells (EEC), absorptive enterocytes, and miscellaneous genes (MG). Fig. S3. PCA score plot based on genome-wide transcriptomic response measured by microarray of 2D organoids stimulated with different protein source. Colored spherical areas display 95% confidence region of respective experimental diets. Each dot represents a batch culture of organoids. MC, medium control; CAS, Casein; SBM, Soybean meal; SDPP, Spray dried plasma protein; YMW, Yellow meal worm. Fig. S4. Overview of non-overlapped and overlapped significant GO-biological processes modulated by protein ingredients from different sources compared to medium control, based on functional analysis results using GeneAnalytics. CAS, casein; SBM, soybean meal; SDPP, spray dried plasma protein; YMW, yellow meal worm;

**Additional File 3: Supplementary Tables and Figures**

**Table S1.** RT-qPCR primer sequences and fold-change results (average ± SEM, *n* = 3 per treatment) for microarray validation of significantly regulated genes in protein-treated organoids compared to medium control.

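Table S1 sets 2 measures of the same change side by side. The array column is the ratio of normalized hybridization signals, and the RT-qPCR column the ratio of transcript levels by amplification with gene-specific primers. For Cyp1a1, whose product oxidizes aromatic compounds, the log2 intensities of the arrays lay between 6.60 and 7.21 with SBM, 4.70 and 5.74 with SDPP, 4.57 and 4.95 with YMW, 3.69 and 4.07 with CAS, and 4.38 and 4.41 in the MC. For Tnfsf13b the 3 CAS arrays lay above all others. The values of CAS and SBM therefore do not overlap with those of the MC for the gene each changed, and for Cyp1a1 MC replicate 1 lies with the other MC arrays. For Tnfsf13b it had 5.92, below MC replicates 2 and 3 (6.44 and 6.09) and within the range of the YMW arrays. Across the 5 genes of Table S1, which are not independent replicates, the paper's 2 columns have a Pearson r of 0.869. This r rests mainly on the sign, which is the same in both columns for each gene. Among Tnfsf13b, Gm41 and Cyp1a1 the order by size is reversed between the columns, while for Olfr1162 and Lims2 it is the same. The paper's fold changes are 1.95 and 6.32 for Gm41, −1.82 and −1.20 for Olfr1162 and −2.38 and −1.41 for Lims2 by array and RT-qPCR.

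**Figure D3:**
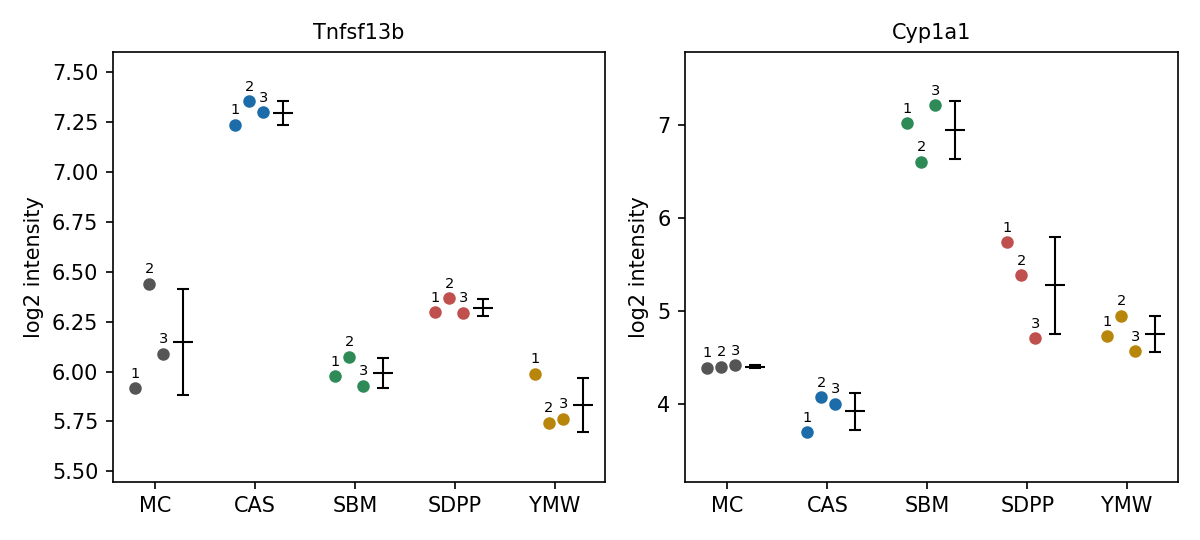
Log2 intensity of Tnfsf13b (left) and Cyp1a1 (right) in each array, by group. Points are arrays with their replicate number, and the bar beside them is the mean ± SD (n = 3); the Cyp1a1 values with SBM lie between 6.60 and 7.21 and those of the MC between 4.38 and 4.41.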

| **Gene** | **Primer forward** | **Primer reverse** | **ᵒC^*^** | **Microarray** | **qPCR** | *Correlation* |
| --- | --- | --- | --- | --- | --- | --- |
| *TNFsf13b* | TGCCTTGGAGGAGAAAGAGA | CCAGCCGAGTAGCAGGAA | 60 | 2.13 | 2.19 ± 0.83 |  |
| *Gm41* | CCTGTCCTGTTTGCTGCTCT | CTCCTTTCTCTCCTGCCTTG | 61 | 1.95 | 6.32 ± 2.33 |  |
| *Cyp1a1* | CAGAAGGTGATGGCAGAGGT | GGTAACGGAGGACAGGAATG | 60 | 1.92 | 7.00 ± 0.15 |  |
| *Olfr1162* | TGGAAAGAAATGTGAGTGTGG | TGATGGTTGAGTAGCAGAAGTC | 59 | -1.82 | -1.20 ± 0.23 |  |
| *Lims2* | GCGGATTCTGTGGTGAATTT | CTTGAACATGAGGGGCTGTT | 60 | -2.38 | -1.41 ± 0.21 |  |

^*^ Annealing temperature

**Fig. S1. Organoid monolayers differentiate into polarized epithelium containing multiple cell types irrespective of treatment.** (A) Staining of organoid monolayers to test for cellular morphology and proliferation (top), and secretory cell lineages, goblet (middle; MUC2) and Paneth (bottom; UEA-1) cells, when treated with various protein sources. (B) Cell ATP assay of organoids exposed to various protein sources relative to medium control (average % ± SD, *n* = 6 per treatment, * *P* < 0.05, ** *P* < 0.01). MC, medium control; SBM, soybean meal; CAS, casein; SDPP, spray dried plasma protein; YMW, yellow meal worm.

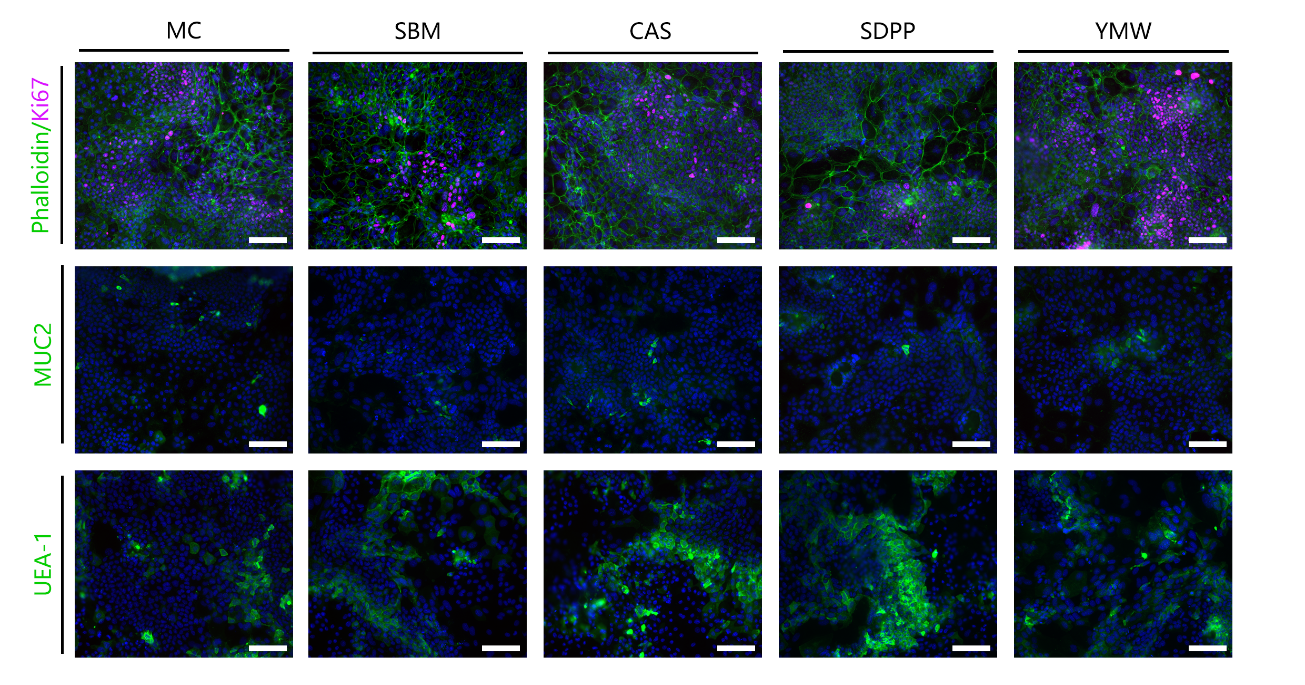

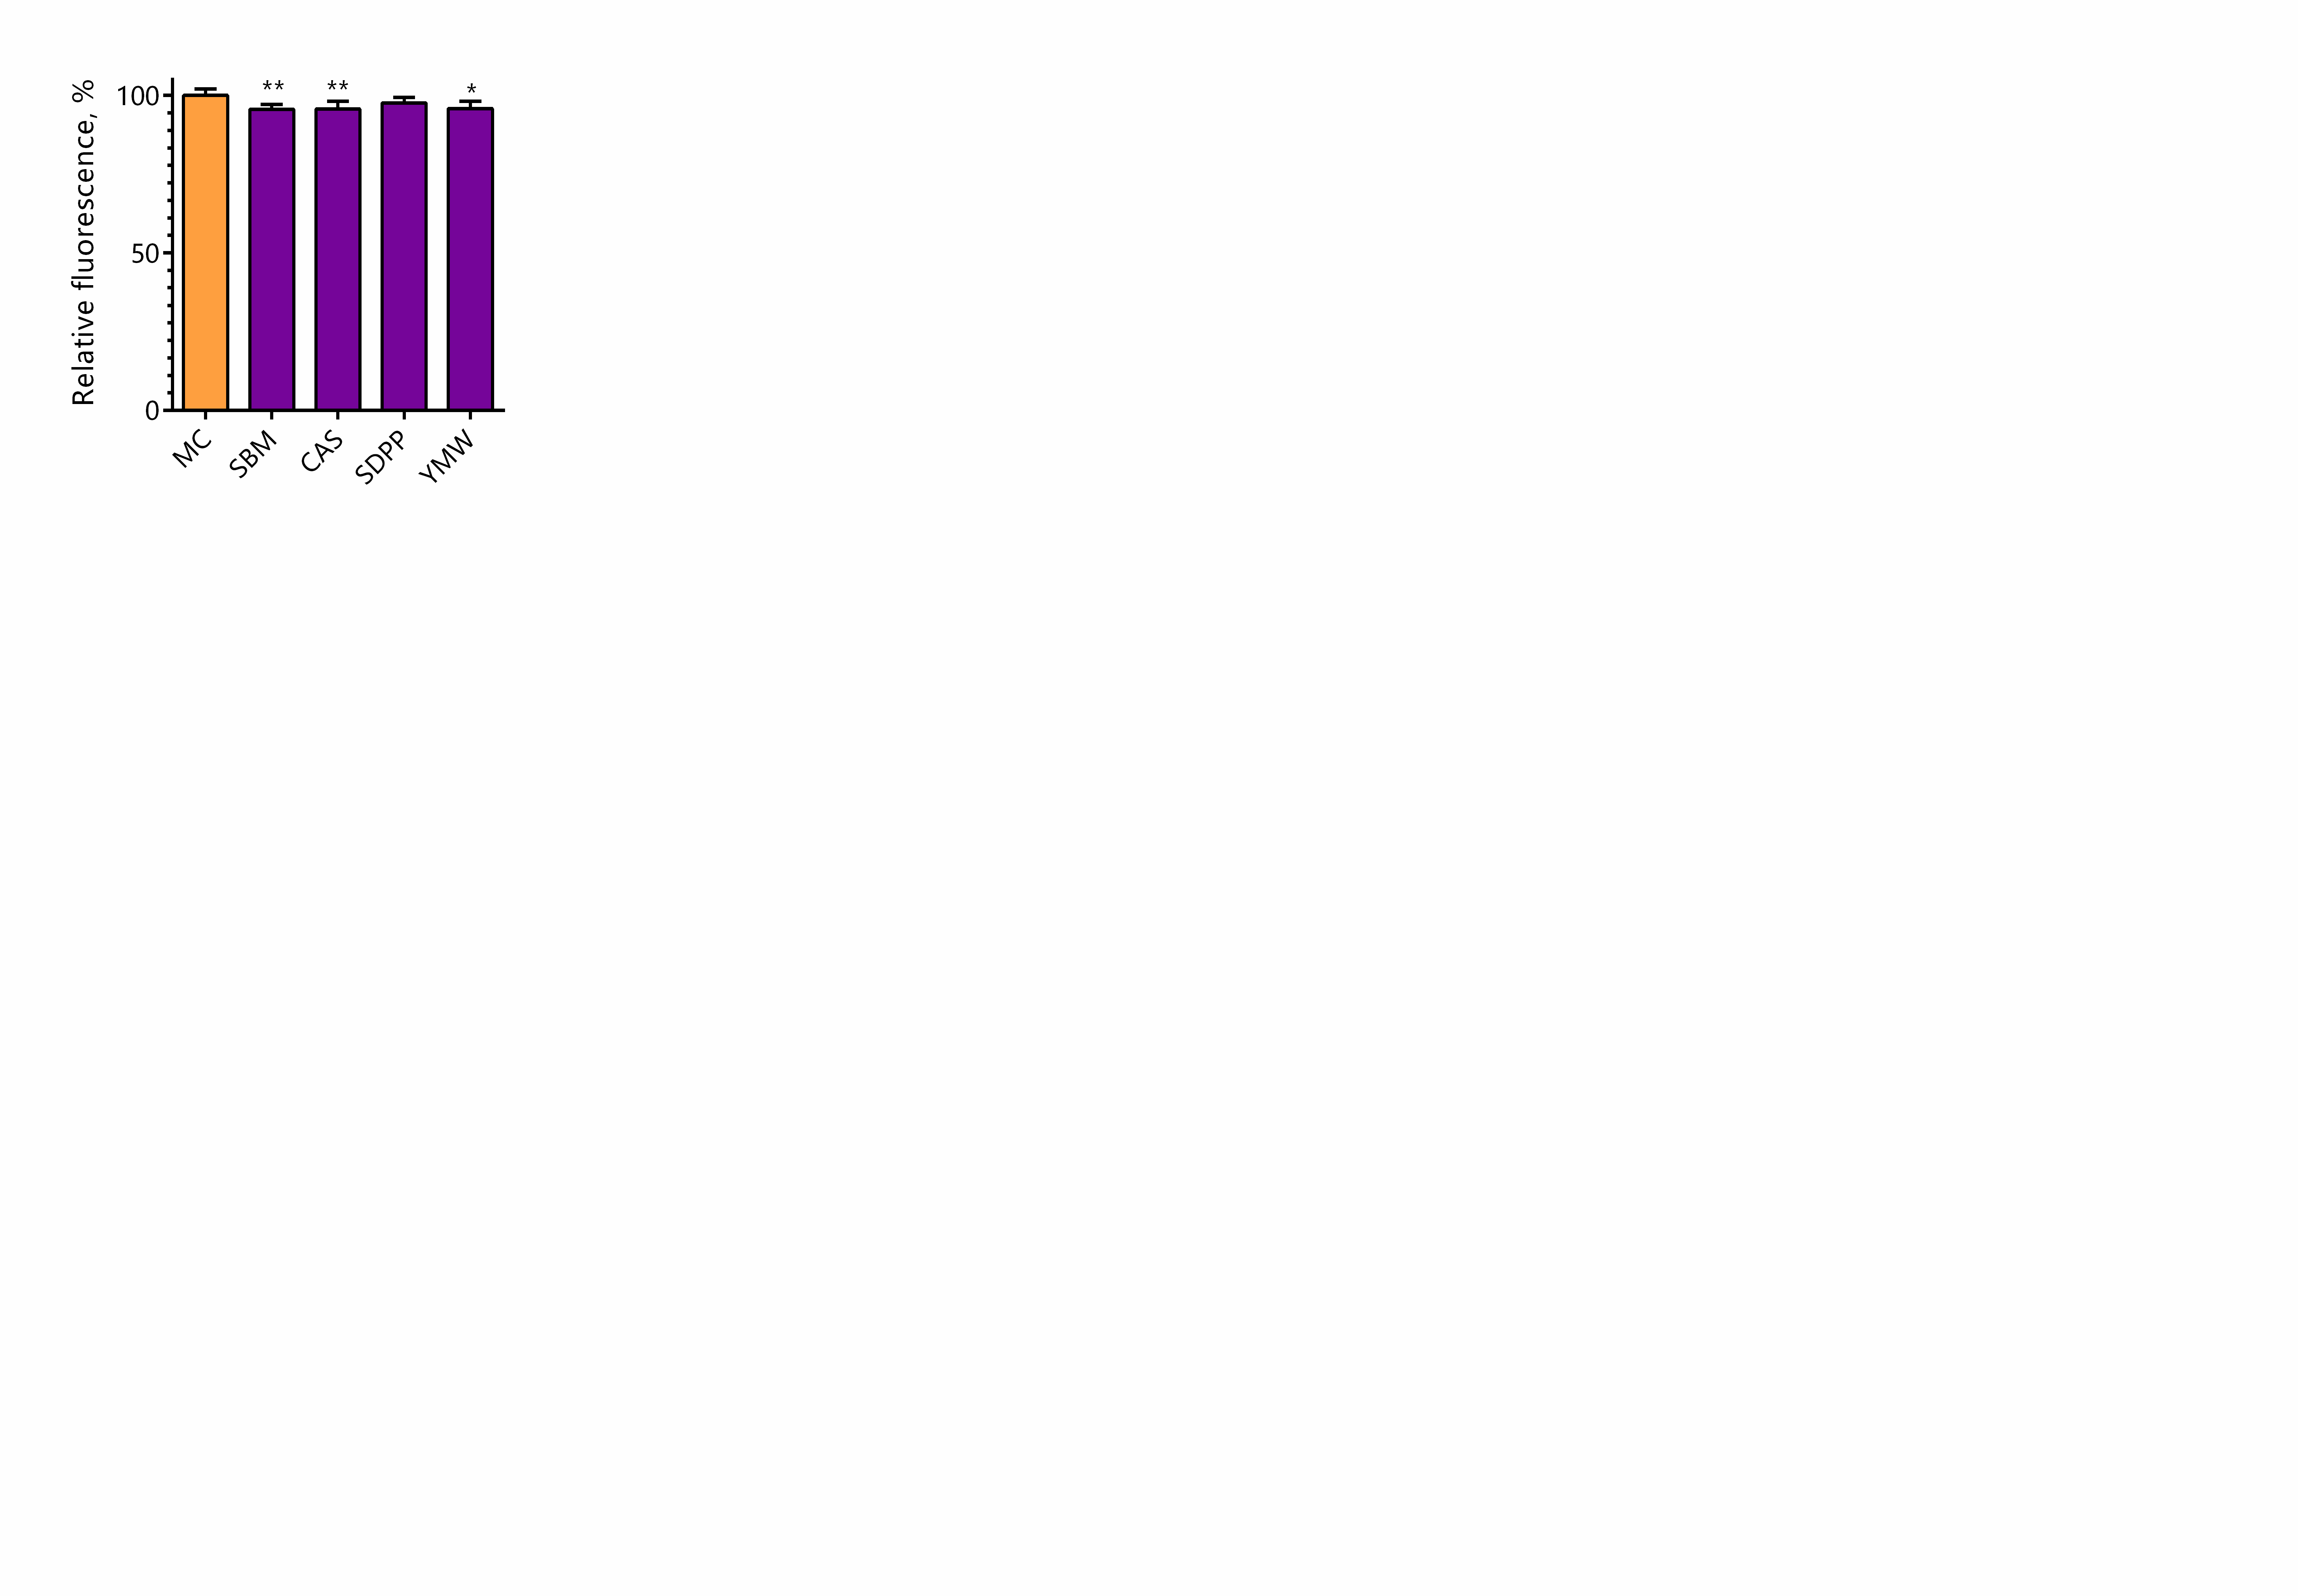

**(A)**

**(B)**

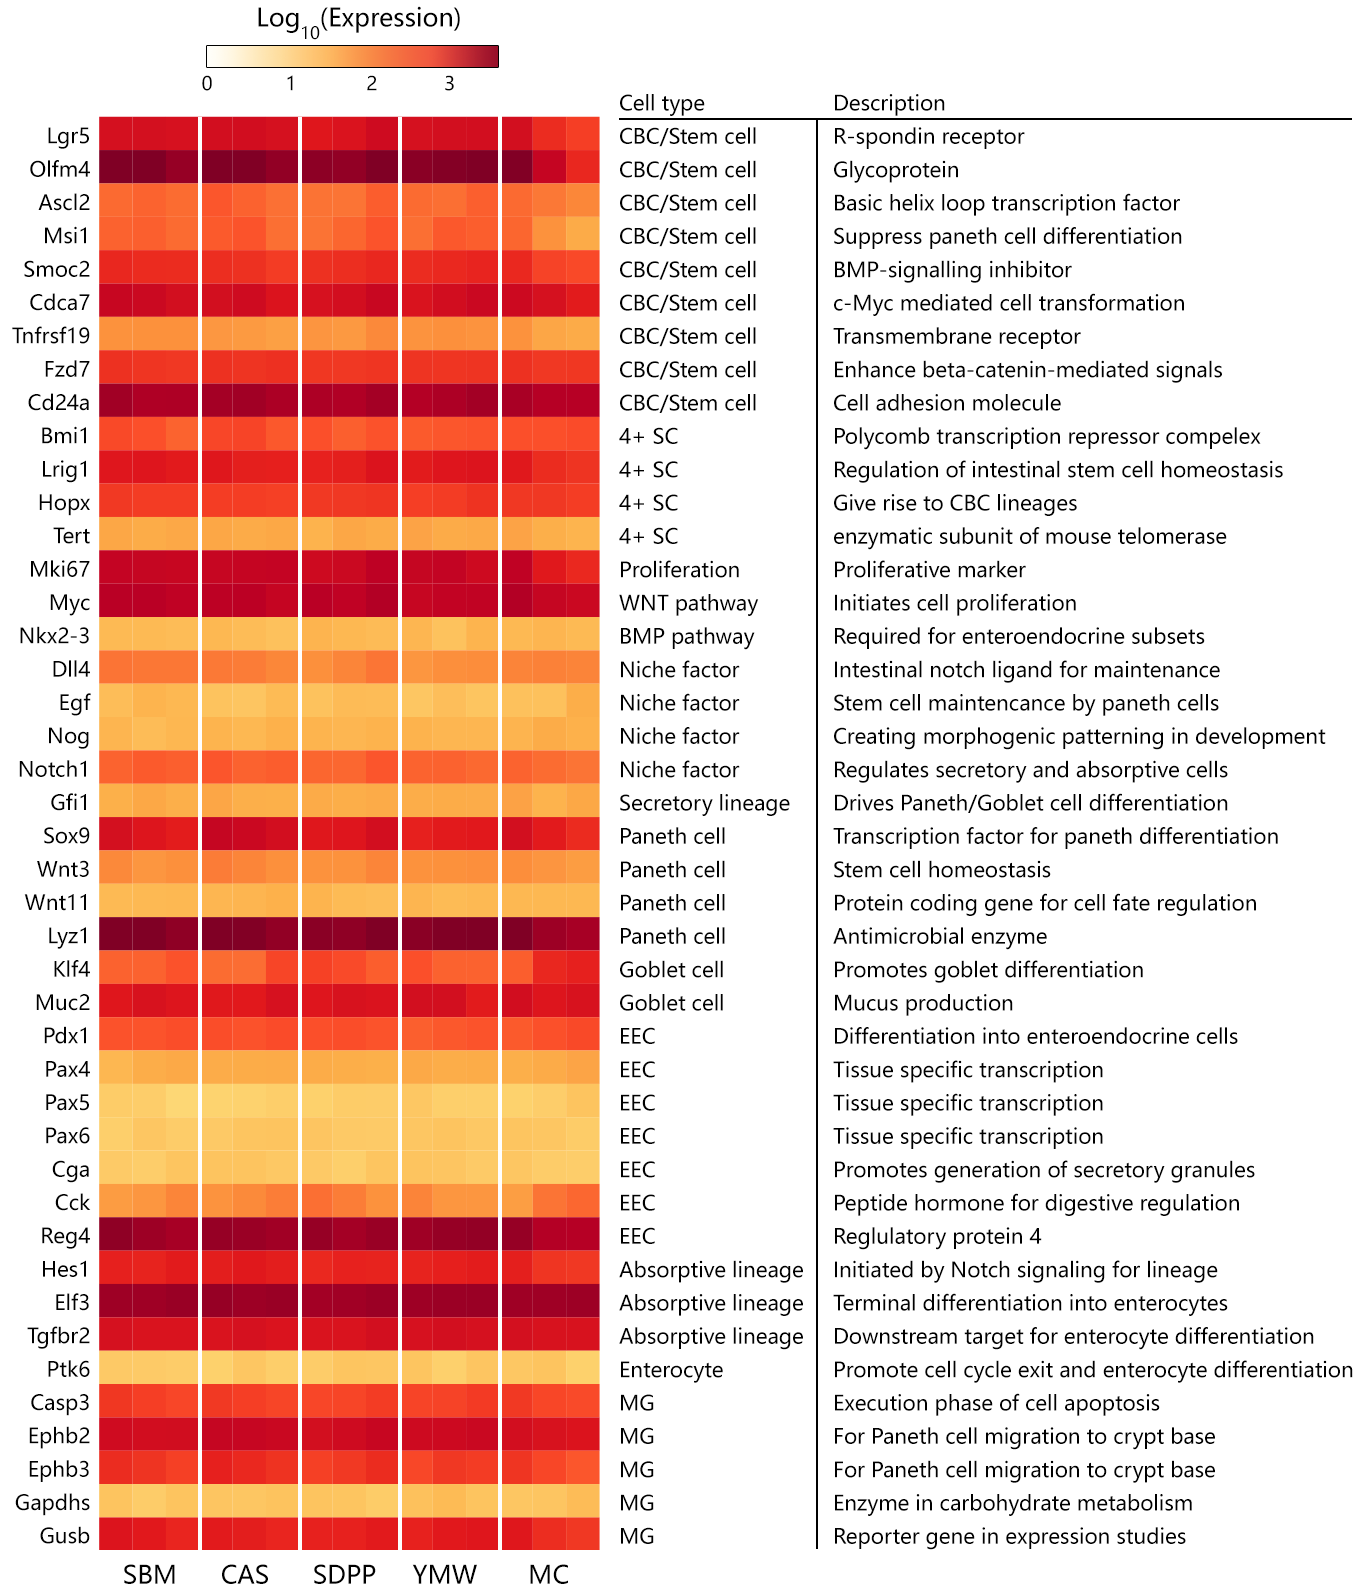
**Fig. S2.** **Organoid monolayers stimulated with various protein sources still maintained cell type-specific differentiation markers.** Heatmap showing log_10_(expression) values of cell-specific genes in the dataset for crypt base columnar (CBC)/stem cells, label-retaining cells (+4 SC), niche cells, Paneth cells, goblet cells, enteroendocrine cells (EEC), absorptive enterocytes, and miscellaneous genes (MG).

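Of the 43 genes of Fig. S2, 40 could be measured and 36 were above background. Ascl2, a transcription factor of stem cells, had a mean intensity of 143, Smoc2 285, Bmi1 139, Lrig1 453 and Hopx 205. Elf3, an epithelial transcription factor, had 2072, Cd24a, a surface protein of Paneth and progenitor cells, 1718, Hes1 of the Notch pathway 355, and the EEC regulators Pdx1 and Pax4 130 and 29.5. At the study's threshold 7 of the 40 changed with at least 1 source. Besides the stem cell genes and Mki67, these were Sox9 (0.79 ± 0.22, SE) and Ephb3 (0.75 ± 0.22) of the crypt, higher with CAS, and Klf4, a factor of differentiated and goblet cells, lower by −1.03 with CAS, −0.96 with SBM and −0.95 with YMW (SE 0.38, n = 3 arrays per group). Against MC replicate 1 alone Klf4 had 0.060 with CAS, 0.13 with SBM and 0.14 with YMW. Of markers of cells outside the epithelium, 8 of 13 mesenchymal, 5 of 12 immune and 3 of 9 endothelial genes were above background, and 9 of 11 tuft cell markers were.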

**
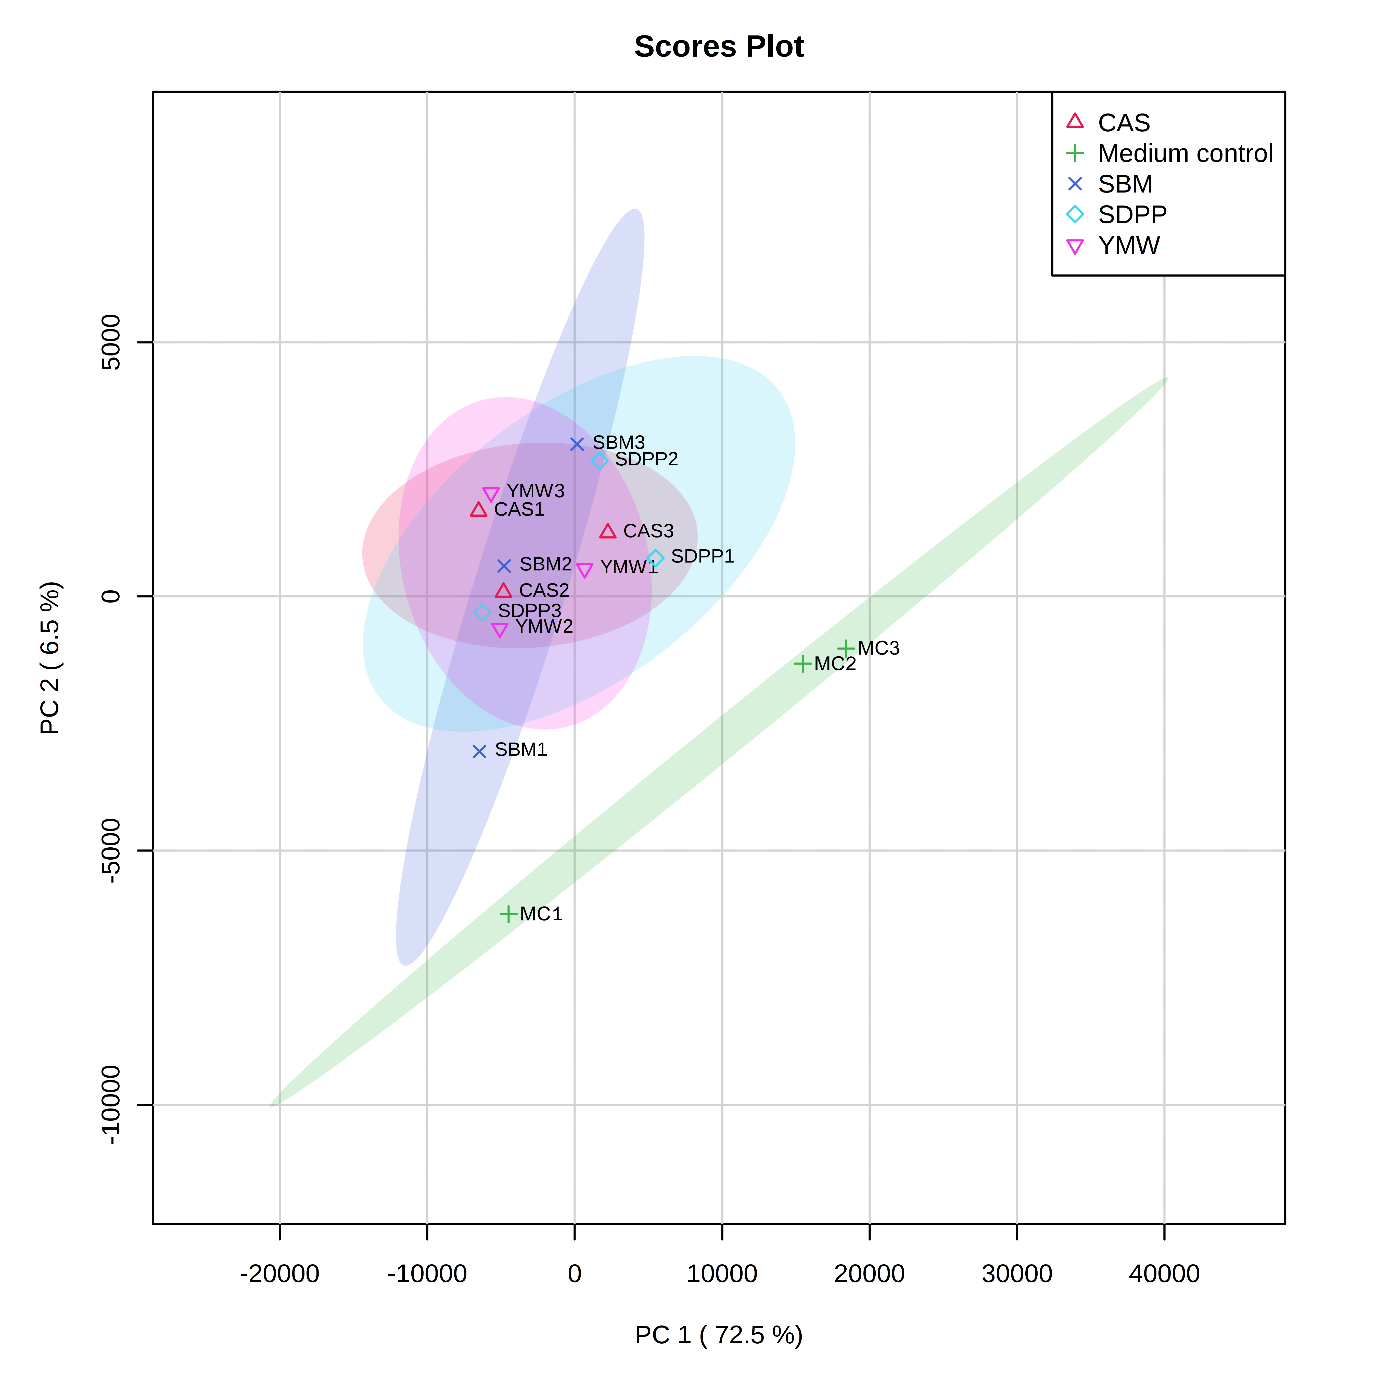
Fig. S3. PCA score plot based on genome-wide transcriptomic response measured by microarray of 2D organoids stimulated with different protein source.** Colored spherical areas display 95% confidence region of respective experimental diets. Each dot represents a batch culture of organoids. MC, medium control; CAS, Casein; SBM, Soybean meal; SDPP, Spray dried plasma protein; YMW, Yellow meal worm.

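Each point of Fig. S3 is 1 array, placed by components that weigh genes with large variance most. The distance between 2 arrays can also be given as the root mean square difference of log2 values over all genes. By this measure MC replicate 1 lay at a mean distance of 0.335 from the 12 treated arrays and of 0.447 from the other MC arrays. MC replicate 2 lay at 0.418 and 0.361, and MC replicate 3 at 0.466 and 0.388. Within a source the median distance between arrays was 0.317 for CAS, 0.346 for SBM, 0.353 for SDPP and 0.365 for YMW, and between arrays of different sources it was 0.343. The genes with the largest loadings on the first component include Cyp2c66, a cytochrome P450, and Muc3, a mucin of the brush border.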

**
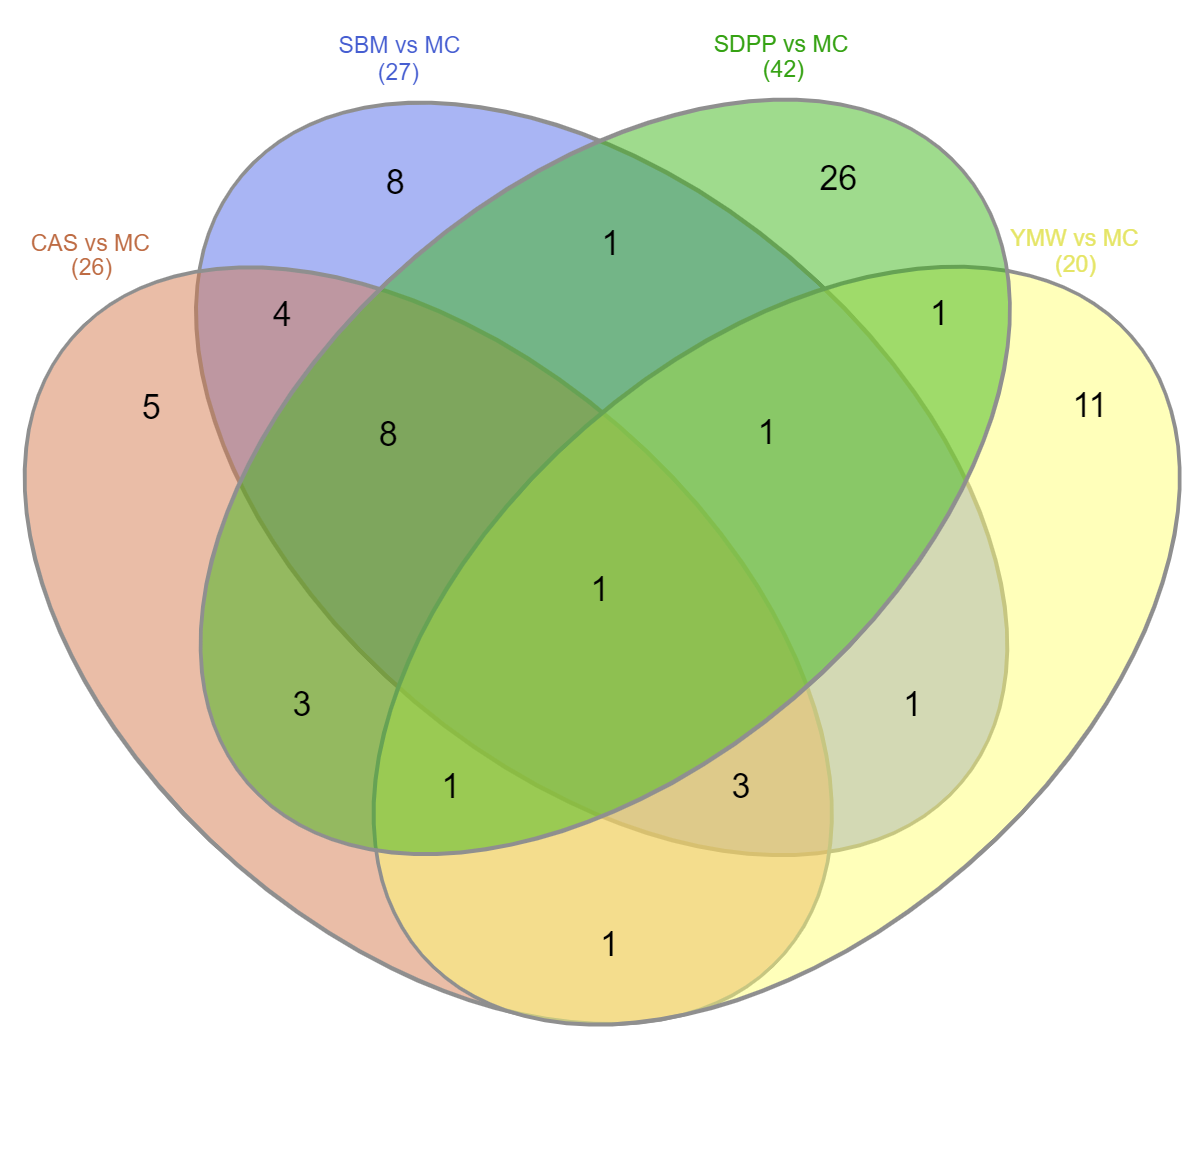
Fig. S4. Overview of non-overlapped and overlapped significant GO-biological processes modulated by protein ingredients from different sources compared to medium control, based on functional analysis results using GeneAnalytics.** CAS, casein; SBM, soybean meal; SDPP, spray dried plasma protein; YMW, yellow meal worm; MC, Medium control.

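Fig. S4 counts GO processes, whereas all genes past the study's threshold were counted here, and these overlapped between any 2 sources. The genes behind the GO processes were not counted. Of the genes past the study's threshold against the MC, such as Slc10a2, Bub1 and Olfm4, CAS and SBM shared 188 higher and 258 lower genes. CAS and SDPP shared 176 and 81, CAS and YMW 196 and 263, SBM and SDPP 154 and 71, SBM and YMW 176 and 290, and SDPP and YMW 163 and 79. Of 518 genes higher with any source, 216 were higher with 1 source, 96 with 2 and 93 with 3. Of 599 lower genes, 217 were lower with 1 source, 148 with 2 and 170 with 3. Tested directly against each other, CAS and SBM differed in 52 genes, CAS and SDPP in 33, CAS and YMW in 46, SBM and SDPP in 7, SBM and YMW in 26 and SDPP and YMW in 10. At an adjusted p under 0.05 these were 12, 4, 7, 1, 1 and 0, the last with limma. All comparisons with the MC rest on the same 3 MC arrays. In 100 simulated sets with no effect of the sources, 14 had as many shared higher genes per pair as the mean of 176 observed and 12 as many lower genes as the mean of 174.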

**Fig. S5. Triglyceride (A) and phosphatidylcholine (B) content in supernatant of organoid monolayers stimulated for 6 h with various protein sources.** Letters indicate similarity or significant differences using One-way ANOVA (concentrations given in pmol, average ± SEM, *n* = 6 monolayers per treatment derived from 3 mice, *P* < 0.05).

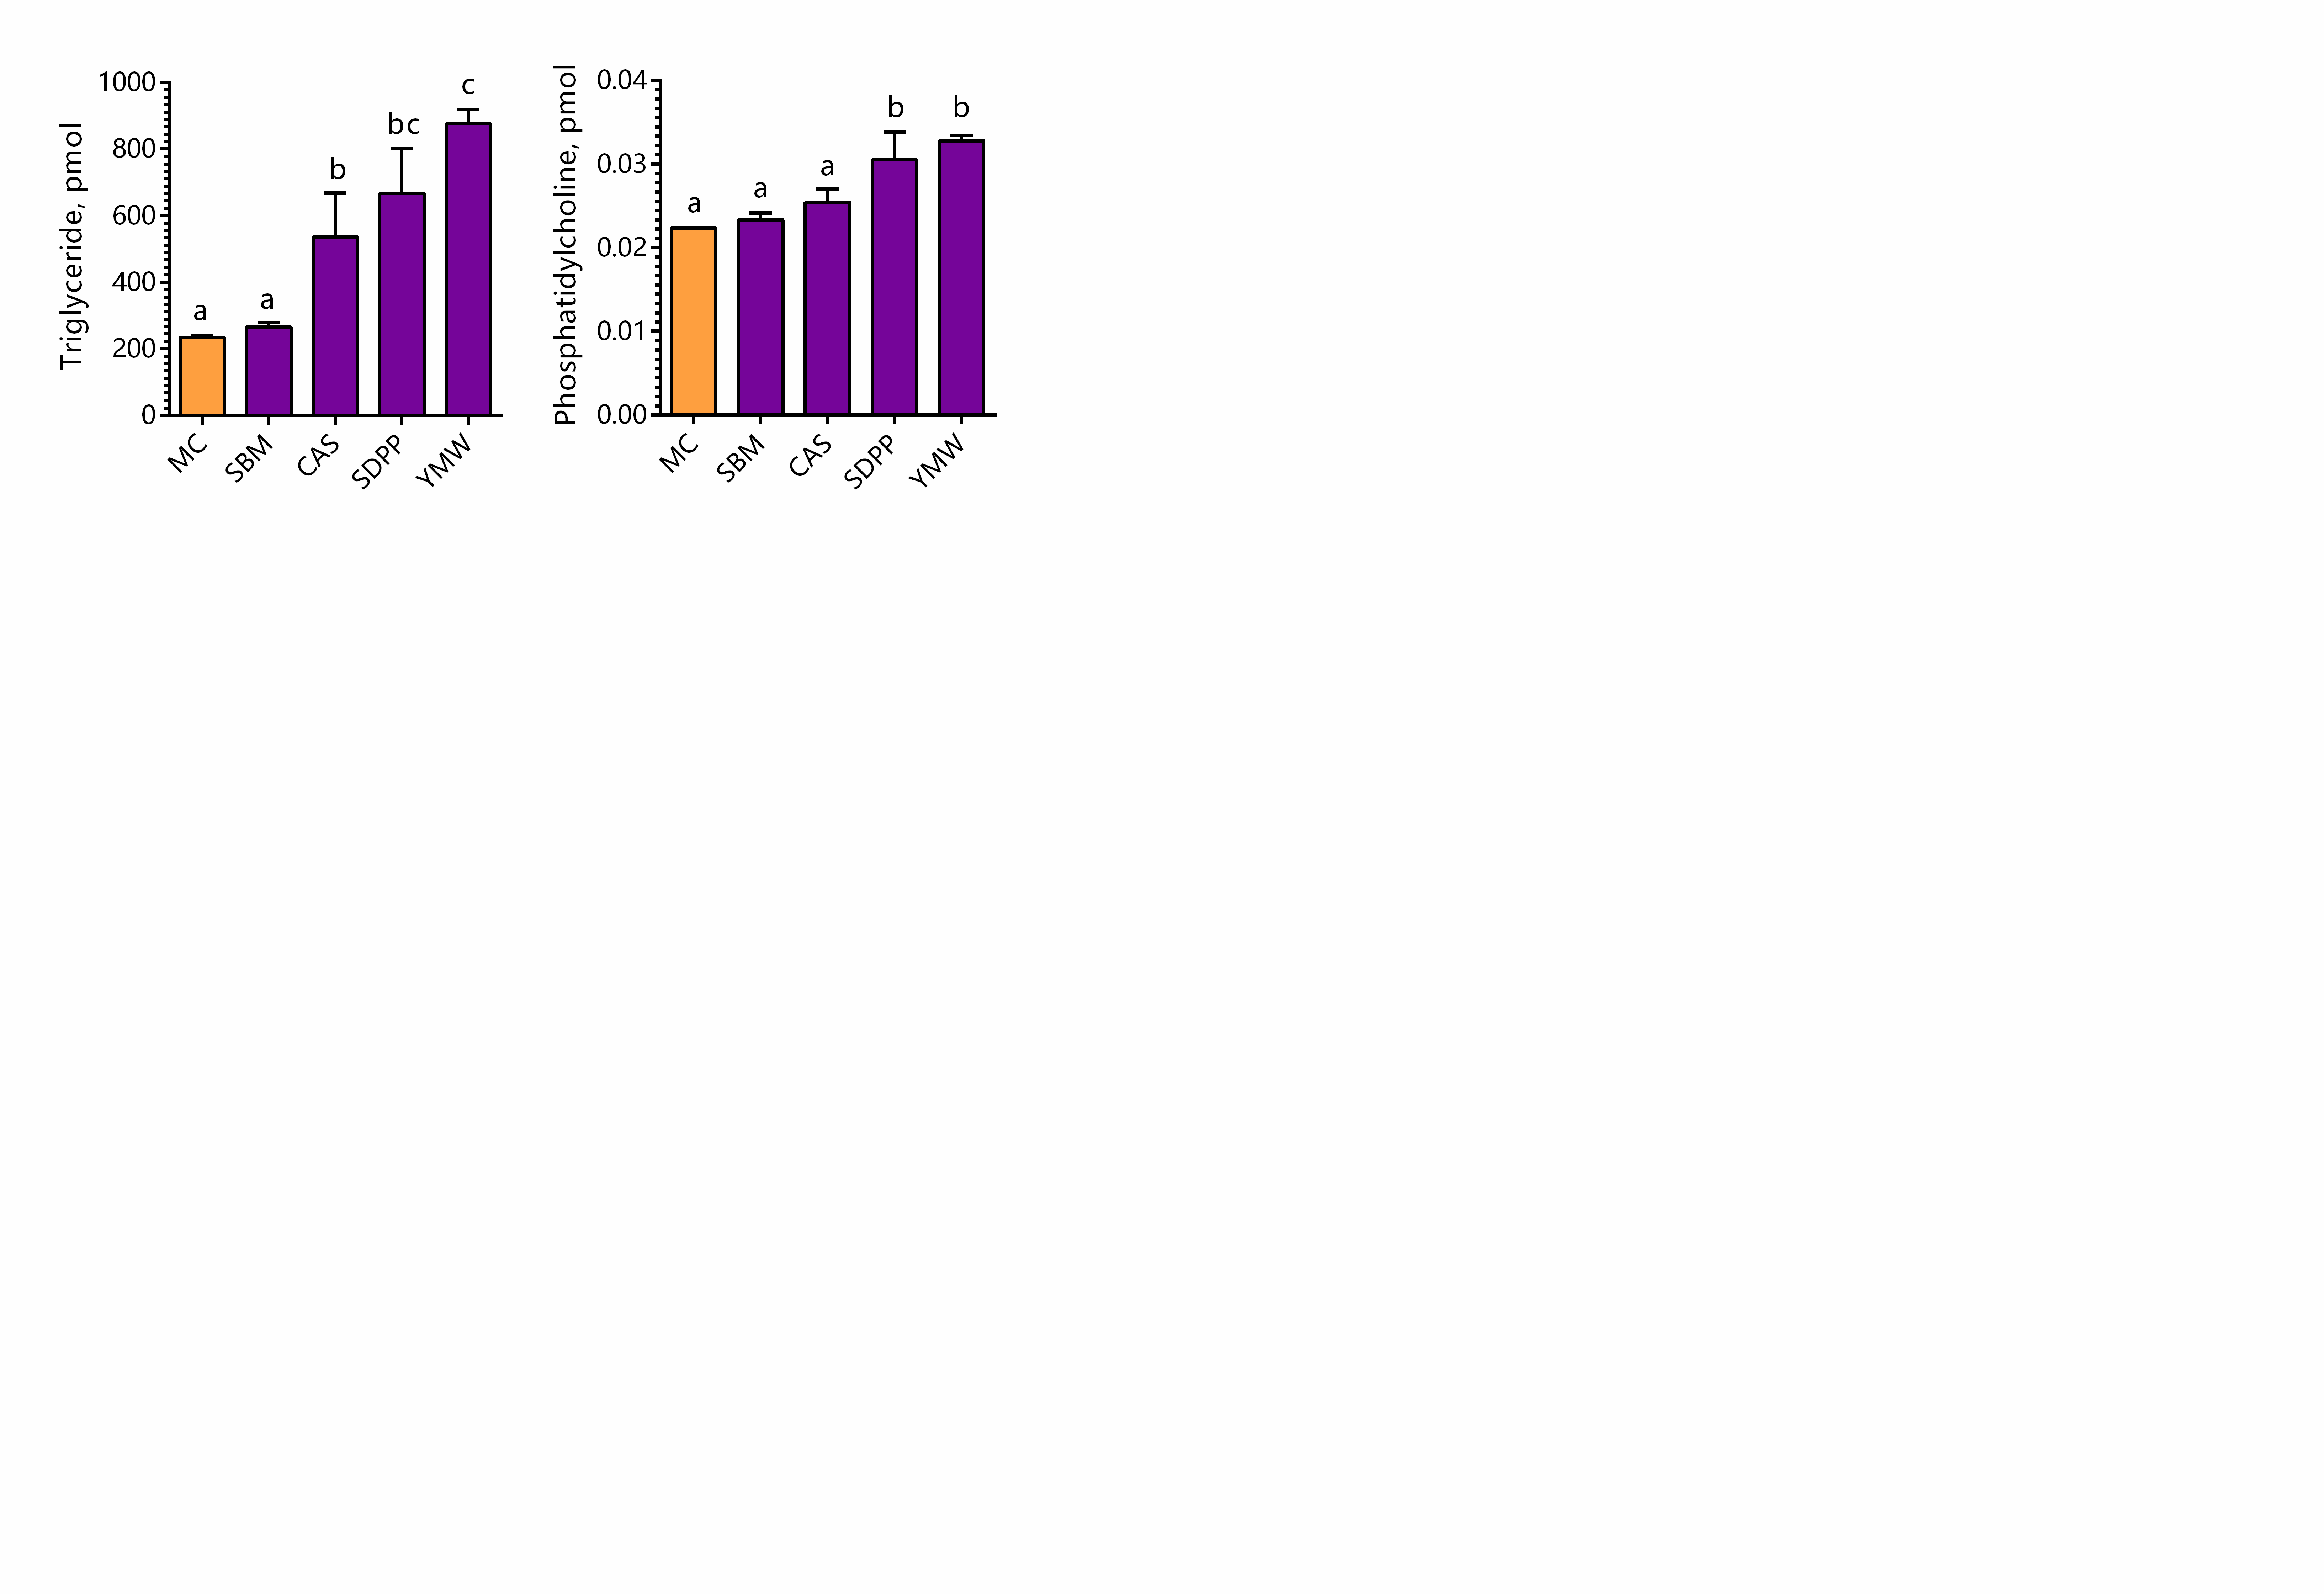

**(A)**

**(B)**

How the deposited data were processed for this re-analysis (not part of the article)

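Monolayers of mouse duodenal organoid cells were exposed for 6 h to CAS, SBM, SDPP, YMW or DMEM as the MC, and RNA was hybridized to Affymetrix mouse gene 1.1 ST arrays, with 3 arrays for each of the 5 groups. The intensity values were made by the authors, as deposited, by RMA, which corrects the background, quantile normalizes the arrays and summarises the probes of each probe set, and its version is not given. They are on a linear scale from 3.02 to 10739.1, and the median intensity of an array lay between 21.7 and 24.1. The design had assumed log2 values, so log2 was taken first. The ATP, TAG and PC assays, the images and the RT-qPCR measurements are not analysed here.
Probe sets were named through an annotation of the platform, whose symbols were all current in the reference gene table, which was used for names alone. Of 35556 probe sets, 21218 had 1 symbol, 1881 had several and 12457 had no name here. The probe set with the highest mean over all arrays was kept for each of 18820 genes. A gene counted as above background when its mean was above the 95th percentile of 1157 olfactory and vomeronasal receptor genes, a log2 value of 3.91, or in an alternative above the 99th percentile, 4.43, with 12880 and 11031 genes above them. Arrays give no counts, so their number limits the precision, and signal near background limits which changes can be seen.
Differences were tested with limma 3.58.1 in R 4.3.3, in 1 fit of the 5 group means to the 15 arrays with variances moderated by a trend on intensity. Each source was compared with the MC and with the mean of the other 3 sources, and the mean of the 4 sources with the MC. Genes past the study's threshold had an unadjusted p under 0.05 and a fold change of at least 1.5, and counts at a Benjamini-Hochberg adjusted p under 0.05 over all genes stand beside them. On simulated data, the fit found 29 of 50 genes changed 1.5-fold and 50 of 50 changed 2-fold, and called 50 of 18620 unchanged genes. These 50 calls do not bound the false calls among the real arrays. In 100 simulated sets with shared MC arrays and no effect, the mean count per source had a median of 10.1. Its 95th percentile was 938.
The 45 gene lists cover the cell cycle, cell types, glutathione and xenobiotics, lipids, retinoids, stress, immunity, repair and transport, with 883 of 1086 listed members measured. Each list was tested in 9 comparisons with camera of limma at a preset correlation of 0.01, adjusted over all 405 pairs, and again with an estimated correlation. It was also tested with fry of limma, which tests whether the genes of a list move one way on balance. Principal components were computed on linear values, centred and not scaled, over all probe sets, and the scores of 3 MC and 12 treated arrays were compared by a two-sided exact permutation test. Overlaps between sources and the pooled count of genes were set against 100 simulated sets with shared MC arrays.
The text names, for each comparison with the MC, up to 8 genes with the largest rise and 8 with the largest fall among those past the study's threshold with no overlap between groups, and for each comparison with the other sources up to 5 each way. It also names up to 4 members of a list that passed the threshold, or up to 2 where none did, and the genes of the paper's text, Table S1 and Fig. S2 and of the retinoic acid and retinoid X receptors. The values of Table S1 had been seen when this rule was set. Predicted genes, receptors of smell and small RNAs were counted and not named by the first part of the rule. Genes named outside the rule are marked as chosen after their values were seen.
The alternatives were 1 prior variance for all genes, an intensity-based moderated statistic, the replicate number as a block, the arrays of each pair of groups alone, genes above background alone, a second quantile normalization, arrays centred on their median, array weights, a log2 fold change above 1.5, no threshold on the fold change, all probe sets, other scales for the principal components and the omission of each array in turn. MC replicate 1 as the only control was added after the data had been seen.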

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

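Of the tests below, those of the axis of culture state, of MC replicate 1 as a CAS or an SBM culture, of each CAS array on genes chosen without it, of the aryl hydrocarbon receptor targets without Cyp1a1 and of the TGF-beta targets were chosen only after the results were seen. The 3 patterns weighed here were picked after looking at 45 lists in 9 comparisons.
In a direct test against the other 3 sources, CAS differed in 20 genes at an adjusted p under 0.05 from limma, SBM in 1, and SDPP and YMW in 0, where 456 and 1036 had an unadjusted p under 0.05. The median log2 difference of 27 NRF2 target genes was −0.17 with CAS (adjusted p = 6.43e-07, and 0.0428 with an estimated correlation) and 0.12 with SBM (adjusted p = 1.59e-07, and 0.0428 with an estimated correlation), with no member past the study's threshold. The median of 6 aryl hydrocarbon receptor targets was 0.36 with SBM (adjusted p = 7.85e-09, and 0.0428 with an estimated correlation).
Of 100 splits of the 12 treated arrays into groups of the same sizes, the real one included, counts at the study's threshold were as large as the real one in 6 for CAS (30 genes; highest other 123), 39 for SBM (5; 129), 62 for SDPP (3; 173) and 14 for YMW (13; 144), so chance cannot be excluded for these 4 counts. The highest counts are several times the real ones and point to a structure of the arrays that the sources do not account for. For the mean of the 4 sources against the MC, 2 of 100 splits gave as many as the 630 genes, the real one included (highest other 873), but 11 of 100 simulated sets with no effect of the sources also did, so chance is not excluded. Against the MC, 10 splits of 3 arrays against 3 are too few for a share under 0.05. There, with the real one included, 2 splits gave as many genes for CAS (725; highest other 1130), 3 for SBM (659; 1133), 3 for SDPP (306; 1069) and 2 for YMW (728; 1115).
MC replicate 1 lay with the treated arrays and apart from MC replicates 2 and 3. Noise that reaches all probe sets is argued against by the root mean square difference of the array from the mean of the other MC arrays. Over receptor genes it was 0.865 times the median that treated arrays had from the others of their source. Over genes above background it was 2.42 times that median. The receptor genes set the background, so they cannot show a fault confined to the signal of expressed genes. Such a fault stays open. A CAS culture under this label is argued against, since the array lay nearer to CAS for 2 of the 20 genes that set CAS apart, and so is an SBM culture, since its Cyp1a1 (4.38, against 4.40 and 4.41 in the other MC arrays) lay 2.22 below the lowest SBM array. That it may hold an SDPP or YMW culture stays open, although its Cyp1a1 lay below all of their arrays (lowest 4.57), since 330 genes had it and MC replicates 2 and 3 together on one side of all treated arrays, while a treated array in its place gave up to 1695 (SDPP replicate 1), and 7 of 12 gave fewer than 330. A difference in culture state that the treated cultures also show may account for it too, since the difference had a correlation of 0.734 across 12822 genes with the main axis of variation within sources, which holds 45.0% of that variation, and a difference between the organoid lines of the paper's 3 mice stays open and was not tested, as the array labels name no mouse.
Cyp1a1 was higher with SBM than with the other 3 sources by 2.30 ± 0.18 (SE), and all 3 SBM arrays were above all others. A single array as the source is argued against, since the highest adjusted p with 1 SBM array left out was 0.00167. A response of the aryl hydrocarbon receptor to SBM stays a candidate explanation, since its other 5 targets had a median log2 difference of 0.32 and the rotation test fry of limma gave a p of 0.0124, although Cyp1b1 alone of the 5 passed the study's threshold. Cyp1b1 (1.26 ± 0.36), Nqo1 (0.40 ± 0.13) and the repressor gene Ahrr (0.32 ± 0.13) did not pass an adjusted p of 0.05, and Cyp1a2 (0.063) and Aldh3a1 (−0.00035) had differences smaller than their SE. A ligand in SBM was not measured, and the number of genes that set SBM apart (5) was reached in 39 of 100 splits, the real one included.
Genes higher with CAS than with the other 3 sources included Pmepa1 (0.85 ± 0.09, adjusted p = 0.000513) and Skil (0.78 ± 0.08, adjusted p = 0.000513), which TGF-beta induces and whose products restrain it. Tests of a single CAS array as the source disagreed, and the one that argues against it was chosen after the results were seen. It ran as follows. Genes were chosen at an adjusted p under 0.05 without CAS replicates 1, 2 and 3. In the omitted array they had a median of 0.868, 1.01 and 0.647 times the difference found without it. That array lay beyond the other 9 treated arrays for 9 of 11, 7 of 7 and 16 of 17 of them. The same 9 arrays had served to choose the genes. The test set beforehand pointed to a single CAS array. With these arrays left out, 9, 7 and 14 of the 20 genes kept an adjusted p under 0.05. Of these counts, 9 and 7 fell short of the share set before the result was seen. The median SE rose from 0.10 to 0.11, 0.12 and 0.11. A response to TGF-beta may account for the genes higher with CAS. The 16 TGF-beta targets outside the 20 genes had a median of 0.14 and a p of 0.000416 from the rotation test fry of limma. However, none of the 16 passed the study's threshold (12 positive and 4 negative differences). TGF-beta in CAS was not measured. The count for CAS was reached in 6 of 100 splits, the real one included.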

How the results depend on the processing

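MC replicate 1 as the only control was chosen after seeing the data, and the other settings were not. The direction and side of the threshold of the 146 gene values named in the text were the same for all 146 with 1 prior variance and with an intensity-based moderated statistic. They were the same for 144 with the replicate number as a block, 140 with a second quantile normalization, 141 with arrays centred on their median, 140 with array weights, 142 without MC replicate 1, 90 without MC replicate 2 and 74 without MC replicate 3. Not every value could be computed in the next settings: among genes above background 143 were the same and 2 no longer passed, with the arrays of the compared groups alone 86 were the same and 50 no longer passed, and against MC replicate 1 alone 21 were the same, 57 no longer passed and 58 turned. Fewer arrays, another threshold on the fold change and more probe sets change counts by construction, and for the other settings the cause was not tested. The arrays of the compared groups alone were not run for the mean of the sources or the comparisons between sources. The estimation of array weights stopped before it converged, so its values are less certain. A lone control array is assumed to vary like the arrays of the other groups. Signal near background limits what the arrays can show: 12880 of the 18820 genes were above it, and the fold changes of dimmer genes are compressed toward 0.
With 1 prior variance for all genes, the number at an adjusted p under 0.05 was 1 for YMW against the other sources. With the replicate number as a block, the number at an adjusted p under 0.05 was 35 for CAS, 0 for YMW, 6 for the mean of the sources and 9 for CAS against the other sources. With the arrays of the compared groups alone, the number past the study's threshold was 450 for CAS, 359 for SBM, 148 for SDPP and 449 for YMW. The number at an adjusted p under 0.05 was 0 for CAS and 0 for YMW. The median log2 fold change (adjusted p) was −0.14 for lipoprotein assembly with SBM (0.0587). With genes above background alone, the number at an adjusted p under 0.05 was 1 for SDPP, 39 for YMW and 721 for the mean of the sources. Medians of the log2 fold change (adjusted p) were 0.12 for angiogenesis with SDPP (0.0692), −0.25 for CDP-choline pathway with YMW (0.0674) and −0.31 for isoprenoid biosynthesis with YMW (0.0674). With a second quantile normalization, the number at an adjusted p under 0.05 was 4 for YMW. In log2 units the list median (adjusted p) was −0.25 for CDP-choline pathway with YMW (0.0629) and −0.28 for isoprenoid biosynthesis with YMW (0.0509). With arrays centred on their median, the number at an adjusted p under 0.05 was 3 for SBM, 150 for the mean of the sources, 13 for CAS against the other sources and 1 for YMW against the other sources. The median log2 fold change (adjusted p) was −0.067 for PC synthesis with SBM (0.0239), −0.065 for retinoid metabolism with SBM (0.0381) and 0.19 for interferon response with SBM (0.0824). With array weights, the number past the study's threshold was 1475 for CAS, 1481 for SBM, 1094 for SDPP, 1549 for YMW, 1325 for the mean of the sources, 8 for SBM against the other sources and 58 for SDPP against the other sources. The number at an adjusted p under 0.05 was 7530 for CAS, 7449 for SBM, 6375 for SDPP, 7144 for YMW, 10673 for the mean of the sources, 130 for CAS against the other sources, 6 for SBM against the other sources and 7 for YMW against the other sources. Medians of the log2 fold change (adjusted p) were −0.22 for PC synthesis with SBM (0.0236), −0.16 for retinoid metabolism with SBM (0.0142) and 0.22 for interferon response with SBM (0.0502). With an absolute log2 fold change above 1.5, the number past the study's threshold was 45 for CAS, 48 for SBM, 16 for SDPP, 51 for YMW, 35 for the mean of the sources, 1 for CAS against the other sources, 1 for SBM against the other sources, 0 for SDPP against the other sources and 0 for YMW against the other sources. With no threshold on the fold change, the number past the study's threshold was 3104 for CAS, 3430 for SBM, 2259 for SDPP, 3583 for YMW, 4329 for the mean of the sources, 1008 for CAS against the other sources, 909 for SBM against the other sources, 456 for SDPP against the other sources and 1036 for YMW against the other sources. With all probe sets, the number past the study's threshold was 1125 for CAS, 1277 for SBM, 728 for SDPP, 1200 for YMW, 1032 for the mean of the sources, 199 for CAS against the other sources, 225 for SBM against the other sources, 131 for SDPP against the other sources and 228 for YMW against the other sources. The number at an adjusted p under 0.05 was 31 for CAS, 3 for YMW, 5 for the mean of the sources and 10 for CAS against the other sources. With MC replicate 1 as the only control, the number past the study's threshold was 157 for CAS, 115 for SBM, 140 for SDPP, 93 for YMW and 82 for the mean of the sources. The number at an adjusted p under 0.05 was 11 for CAS, 11 for SBM, 1 for SDPP and 4 for the mean of the sources. In log2 units the list median (adjusted p) was −0.13 for G2 and M phase with CAS (0.0549), −0.18 for DNA replication with CAS (0.000451), −0.17 for G2 and M phase with SBM (0.00694), −0.081 for DNA replication with SBM (0.567), 0.025 for TAG synthesis with SBM (0.313), 0.098 for lipoprotein assembly with SBM (0.0687), 0.15 for cholesterol biosynthesis with SBM (0.00041), 0.090 for drug metabolism with SBM (0.000634), −0.23 for G2 and M phase with SDPP (7.57e-06), −0.27 for DNA replication with SDPP (0.000331), −0.086 for wound healing with SDPP (0.0297), −0.096 for angiogenesis with SDPP (0.316), 0.13 for hypoxia with SDPP (0.00121), −0.24 for G2 and M phase with YMW (6.82e-07), −0.11 for DNA replication with YMW (0.239), 0.032 for CDP-choline pathway with YMW (0.915), −0.14 for cholesterol biosynthesis with YMW (0.135) and −0.11 for isoprenoid biosynthesis with YMW (0.323). The log2 fold change of these genes turned: with CAS it was −0.13 for Cenpf, −0.074 for Bub1, −0.013 for Tac1, 0.047 for Dpep1, −0.50 for Fn1, −0.18 for Mki67 and 0.060 for Klf4. With SBM it was −0.17 for Bub1, −0.27 for Cenpf, −0.053 for Olfm4, −0.13 for Msi1, −0.12 for Tac1, 0.15 for Slc2a2, 0.28 for Apoa1, −0.33 for Pla2g4a, 0.16 for Pcyt1a, 0.16 for Chpt1, 0.26 for Dgat2, 0.41 for Mogat2, 0.025 for Gpat3, 0.17 for Apoc3, 0.11 for Apoc2, 0.24 for Apoa4, 0.24 for Rbp2, 0.17 for Adh4, 0.20 for Dgat1, 0.020 for Rdh9, 0.037 for Hsd17b7, 0.032 for Cyp2c29, −0.61 for Fn1, −0.19 for Mki67 and 0.13 for Klf4. With SDPP it was −0.23 for Cenpf, −0.077 for Bub1b, −0.20 for Hmmr, −0.28 for Bub1, −0.055 for Kif18b, −0.16 for Kif2c, −0.19 for Kif4, −0.14 for Olfm4, −0.24 for Lgr5, −0.99 for Ankrd1, −0.62 for Ccn2, −0.46 for Ccn1, −0.35 for Fn1, −0.071 for Mmp14, −0.39 for Thbs1 and −0.27 for Mki67. With YMW it was −0.015 for Bub1, −0.077 for Bub1b, −0.30 for Cenpf, −0.015 for Lgr5, 0.067 for Pmvk, 0.32 for Cyp4f14, 0.15 for Slc27a4, −0.20 for Fn1, −0.25 for Mki67 and 0.14 for Klf4. On log2 values the first component held 25.9% of the variance, and 21.2% when they were scaled to unit variance. With fry, the median log2 fold change (adjusted p) was 0.64 for G2 and M phase with CAS (0.226), 0.21 for DNA replication with CAS (0.601), −0.30 for glutathione S-transferases with CAS (0.0841), 0.59 for G2 and M phase with SBM (0.242), 0.35 for DNA replication with SBM (0.318), −0.25 for TAG synthesis with SBM (0.226), −0.14 for lipoprotein assembly with SBM (0.371), −0.39 for cholesterol biosynthesis with SBM (0.284), 0.11 for interferon response with SBM (0.616), −0.57 for drug metabolism with SBM (0.327), 0.56 for G2 and M phase with SDPP (0.284), 0.20 for DNA replication with SDPP (0.563), 0.37 for histones with SDPP (0.105), 0.11 for angiogenesis with SDPP (0.305), 0.57 for G2 and M phase with YMW (0.29), 0.34 for DNA replication with YMW (0.322), −0.25 for CDP-choline pathway with YMW (0.293) and −0.69 for cholesterol biosynthesis with YMW (0.151). With an estimated correlation in camera, the median log2 fold change (adjusted p) was 0.64 for G2 and M phase with CAS (0.558), 0.21 for DNA replication with CAS (0.721), −0.30 for glutathione S-transferases with CAS (0.558), 0.59 for G2 and M phase with SBM (0.558), 0.35 for DNA replication with SBM (0.569), −0.25 for TAG synthesis with SBM (0.558), −0.14 for lipoprotein assembly with SBM (0.648), −0.39 for cholesterol biosynthesis with SBM (0.566), 0.11 for interferon response with SBM (0.721), −0.57 for drug metabolism with SBM (0.604), 0.56 for G2 and M phase with SDPP (0.558), 0.20 for DNA replication with SDPP (0.715), 0.37 for histones with SDPP (0.558), 0.11 for angiogenesis with SDPP (0.558), 0.57 for G2 and M phase with YMW (0.579), 0.34 for DNA replication with YMW (0.619), −0.25 for CDP-choline pathway with YMW (0.558), −0.69 for cholesterol biosynthesis with YMW (0.558) and −0.31 for isoprenoid biosynthesis with YMW (0.558).
With 1 array left out in turn, the number past the study's threshold ranged from 238 to 1708 for CAS, 28 to 54 for CAS against the other sources, 5 to 23 for SBM against the other sources, 1 to 84 for SDPP against the other sources, 85 to 1379 for SDPP, 10 to 24 for YMW against the other sources, 136 to 1769 for SBM, 213 to 1793 for YMW, 139 to 1633 for the mean of the sources, 23 to 540 higher in all 4 comparisons and 12 to 573 lower in all 4 comparisons. The number at an adjusted p under 0.05 ranged from 4 to 3685 for CAS, 0 to 4701 for the mean of the sources, 7 to 60 for CAS against the other sources, 1 to 3 for SBM against the other sources, 0 to 6 for YMW against the other sources, 0 to 4013 for YMW, 1 to 4018 for SBM and 0 to 3083 for SDPP. The median log2 fold change ranged from −0.024 to 0.40 for DNA replication with CAS, −0.36 to −0.18 for TAG synthesis with SBM, −0.19 to −0.10 for lipoprotein assembly with SBM, −0.037 to 0.44 for interferon response with SBM, −0.23 to −0.10 for PC synthesis with SBM, 0.067 to 0.15 for angiogenesis with SDPP, 0.012 to 0.41 for DNA replication with SDPP, −0.034 to 0.053 for hypoxia with SDPP, −0.42 to −0.25 for isoprenoid biosynthesis with YMW, −0.33 to −0.20 for CDP-choline pathway with YMW, −0.18 to −0.068 for retinoid metabolism with SBM and 0.12 to 0.55 for DNA replication with YMW.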

Differences from the paper's values

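No value of the paper that could be set beside the deposited data differed by more than 1.5 times with the choices made here. These values were the numbers of genes higher and lower with each source and the share of variance of the first component. The correlation of Table S1 was computed from the paper's own columns, uses no deposited value and rests mainly on the sign of the fold changes. It also differed by less than 1.5 times from the correlation the paper states. The genes were counted at the threshold of the paper's text and Method S2, a fold change of 1.5. With all probe sets there were 1277 with SBM against 796 and 728 with SDPP against 379, and on log2 values the first component held 25.9% against 72.5%, each more than 1.5 times apart. Footnotes of its tables give a log fold change above 1.5. Read as log2, that gives 45 genes with CAS, 48 with SBM, 16 with SDPP and 51 with YMW, each more than 1.5 times below the paper's 823, 796, 379 and 824. The counts here are of genes with 1 symbol, while Method S2 states that probe sets were tested and Table 1 gives genes.
The paper proposes that retinoic acid receptors are down-regulated with SBM. Here none of the 6 receptor genes was lower with SBM at the study's threshold, though Rxrg is not above background and could not be seen to fall, and Rarg had a log2 fold change of 0.54 ± 0.17 (SE, n = 3 arrays per group), and 0.050 against MC replicate 1 alone. The paper states that wound healing and apoptosis were up-regulated with SDPP. Here 1 of 31 genes of wound healing was higher and none of 25 genes of apoptosis and p53 targets passed, with medians of 0.02 and 0.0048, while 7 of 28 histone genes and 7 of 33 angiogenesis genes were higher, in the direction the paper states for nucleosome assembly and angiogenesis. The adjusted p of both lists was 0.558 with an estimated correlation. The paper states that very long chain fatty acid metabolism was down-regulated with YMW. Here 4 of 37 genes of long and very long chain fatty acid metabolism were lower and 3 were higher, with a median of −0.08, while 12 of 17 genes of cholesterol and 4 of 12 of isoprenoid biosynthesis were lower, as in the paper. The adjusted p of both lists was 0.558 with an estimated correlation, and 0.135 and 0.323 against MC replicate 1 alone. The lists used here are not the GeneAnalytics gene sets, which are not used here.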

Other observations

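None of the tests in this part was chosen after its result was seen, apart from the comparison with MC replicate 1 alone. Some genes that handle drugs and other foreign compounds were lower with each source. Cyp3a11 fell by 2.80 ± 0.95 on the log2 scale (SE, n = 3 arrays per group) with SBM, and Cyp2c29 by 2.30 ± 0.74, both of them cytochrome P450 genes. Of 46 genes of this group, 23 were lower with CAS, 14 with SBM, 5 with SDPP and 18 with YMW, with medians of −0.72, −0.57, −0.47 and −0.57. Cyp1a1 and Cyp1b1 went the other way with SBM and SDPP. Cyp1b1 was also higher on average with YMW and CAS. Its log2 intensities were 4.42, 5.81 and 5.72 with YMW, 4.90, 4.41 and 4.40 with CAS, and 4.85, 3.53 and 3.04 in the MC. The adjusted p of the 46 genes with an estimated correlation was 0.558, 0.604, 0.599 and 0.558. Against MC replicate 1 alone the median with SBM was 0.09. The mean log2 intensity of the enterocyte markers was also lower in the treated arrays (7.15 to 8.78) than in MC replicates 2 and 3 (9.34 and 9.41). Whether the 46 genes fell independently of these markers was not tested. Genes of nutrient uptake fell in part. The transporter genes of glucose and fructose Slc2a2 (−2.05), Slc5a1 (−1.36) and Slc2a5 fell with SBM, 3 of 19 genes of hexose transport, with a median of −0.07 (adjusted p = 0.133). Of 21 amino acid and peptide transporters 3, 5, 0 and 5 were lower with CAS, SBM, SDPP and YMW and 2 were higher with YMW, and no adjusted p passed (lowest 0.18, with CAS).
Some genes induced by interferon were higher with each source. Rsad2, an antiviral enzyme, rose by 1.73 ± 0.40 with CAS and by 1.71 with SDPP, and Ifitm3, which blocks virus entry, by 1.31 with SBM and 1.29 with YMW. Of 32 such genes, 6, 7, 6 and 3 were higher with CAS, SBM, SDPP and YMW, with medians of 0.33, 0.11, 0.28 and −0.01 (adjusted p = 0.000392, 0.0105, 0.000487 and 0.701; with an estimated correlation 0.648, 0.721, 0.648 and 0.93), and with SBM 1 was lower. Compared with the other sources the median with YMW was −0.21 (adjusted p = 1.23e-06, and 0.566 with an estimated correlation). Without MC replicate 1 the adjusted p with CAS, SBM and SDPP was 0.129, 0.383 and 0.172. With SBM the median was −0.037 without SBM replicate 3 (adjusted p = 0.782) and 0.078 without SBM replicate 2 (adjusted p = 0.0865). It was 0.44 without SBM replicate 1 (adjusted p = 7.91e-10 from camera) and 0.32 against MC replicate 1 alone. Among genes of the response to misfolded proteins and to amino acid shortage, of 21, 4 rose with SBM and 5 with YMW, with medians of 0.31 and 0.36 (adjusted p = 2.61e-07 and 1.23e-06, and 0.558 for both with an estimated correlation), and with CAS and SDPP the medians were 0.14 and 0.21. Of 12 YAP target genes 3, 2, 3 and 4 were higher with CAS, SBM, SDPP and YMW, and Ankrd1 was one of them with each source (adjusted p of the list 0.0153, 0.773, 0.0359 and 0.0231, and 0.62, 0.926, 0.661 and 0.648 with an estimated correlation). In MC replicate 1 the log2 intensity of Ankrd1 was 8.95, above all treated arrays (7.51 to 8.52). It was 4.65 and 3.62 in MC replicates 2 and 3.
The remaining lists gave the following values. Of 6 aryl hydrocarbon receptor targets 2 were higher with SBM, with a median of 0.52 and an adjusted p of 0.0069 from fry (0.194 from camera with an estimated correlation). With fry the isoprenoid genes with YMW also passed against the MC (adjusted p = 0.044). Of 27 NRF2 targets 5 were lower with CAS (adjusted p = 0.0153, and 0.558 with an estimated correlation) and 4 with SDPP, and 1 was higher with SBM. Of 15 Wnt targets 4, 1, 1 and 2 were higher with CAS, SBM, SDPP and YMW, of 9 Paneth cell markers 2, 2, 1 and 2, and of 12 goblet cell markers 2, 2, 1 and 2 were lower. Of 22 EEC markers 1, 1, 2 and 1 were higher. Of 11 tuft cell markers 1 was lower with SBM and 1 with YMW, and no mesenchymal, immune or endothelial marker passed the study's threshold with any source. Of 10 genes of the fetal-like and regenerative epithelium 1 was higher with each source and 2, 1, 1 and 1 were lower. Of 18 PPAR targets and genes of fatty acid oxidation 3 were lower and 1 was higher with CAS, with a median of −0.31 (adjusted p = 5.08e-05, and 0.558 with an estimated correlation). Of 17 genes of fatty acid synthesis and SREBP1 targets 1 was lower with YMW, with a median of −0.17 (adjusted p = 0.0032, and 0.558 with an estimated correlation), and of 8 other SREBP2 targets 2 were lower (adjusted p = 0.109). Of 27 genes of hypoxia and glycolysis 4 were higher and 1 was lower with YMW (adjusted p = 0.0175, and 0.661 with an estimated correlation). Of 28 immediate-early genes 4 were higher with YMW (adjusted p = 0.0839), and with SBM the median was −0.16 compared with the other sources (adjusted p = 7.95e-07, and 0.266 with an estimated correlation). Of 29 genes of NF-kB and innate inflammation 2, 2, 2 and 5 were higher and 2, 3, 2 and 2 lower with CAS, SBM, SDPP and YMW. No heat shock gene of 10 passed the study's threshold with any source, and the median was −0.12 with YMW (adjusted p = 0.0399, and 0.558 with an estimated correlation).
The mean of the 4 sources differed from the MC in 630 genes at the study's threshold, 272 higher and 358 lower, and in 286 at an adjusted p under 0.05. The 3 MC arrays and the 12 treated arrays did not overlap for 26 of the 630. The count was 1633 without MC replicate 1, 275 without MC replicate 2 and 139 without MC replicate 3, and at an adjusted p under 0.05 from limma it was 4701, 0 and 0, and 6 with the replicate number as a block.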
